# Transcriptome and Metabolome Analyses Reveal That Nitrate Strongly Promotes Nitrogen and Carbon Metabolism in Soybean Roots, but Tends to Repress It in Nodules

**DOI:** 10.3390/plants7020032

**Published:** 2018-04-12

**Authors:** Shinji Ishikawa, Yuki Ono, Norikuni Ohtake, Kuni Sueyoshi, Sayuri Tanabata, Takuji Ohyama

**Keywords:** metabolome, microarray, nitrate, nitrogen fixation, nodule, root, soybean, transcriptome

## Abstract

Leguminous plants form root nodules with rhizobia that fix atmospheric dinitrogen (N_2_) for the nitrogen (N) nutrient. Combined nitrogen sources, particular nitrate, severely repress nodule growth and nitrogen fixation activity in soybeans (*Glycine max* [L.] Merr.). A microarray-based transcriptome analysis and the metabolome analysis were carried out for the roots and nodules of hydroponically grown soybean plants treated with 5 mM of nitrate for 24 h and compared with control without nitrate. Gene expression ratios of nitrate vs. the control were highly enhanced for those probesets related to nitrate transport and assimilation and carbon metabolism in the roots, but much less so in the nodules, except for the nitrate transport and asparagine synthetase. From the metabolome analysis, the concentration ratios of metabolites for the nitrate treatment vs. the control indicated that most of the amino acids, phosphorous-compounds and organic acids in roots were increased about twofold in the roots, whereas in the nodules most of the concentrations of the amino acids, P-compounds and organic acids were decreased while asparagine increased exceptionally. These results may support the hypothesis that nitrate primarily promotes nitrogen and carbon metabolism in the roots, but mainly represses this metabolism in the nodules.

## 1. Introduction

Soybean is a globally important legume crop that provides proteins and lipids to humans and livestock. The annual production of soybean was estimated to be 335 M t in 2016 (FAOSTAT); it is the fourth most abundantly produced grain crop after maize, paddy rice, and wheat. Because soybean seeds contain a high concentration of protein, approximately 35–40%, they require relatively larger amounts of nitrogen than do cereal grains to obtain the same seed yield [1]. Soybean plants can form root nodules and utilize atmospheric N_2_ in association with rhizobia, which are nitrogen-fixing soil bacteria. Harper [2] previously reported on the importance of both N_2_-fixation by root nodules and inorganic nitrogen absorption by roots to obtain the optimum yield of soybeans. However, it is well known that nodulation and the nitrogen fixation activity of root nodules are suppressed when the nodulated roots are exposed to a high concentration of combined nitrogen—especially nitrate, a major form of inorganic nitrogen in the upland soil, which strongly inhibits nodulation and N_2_ fixation in soybean plants [3,4,5]. Nitrate inhibition is known to exert pleiotropic effects, including reductions in nodule numbers, nodule masses, and N_2_ fixation activity, as well as accelerating nodule senescence or disintegration [4,6,7,8,9,10,11]. The effects of nitrate inhibition on nodule growth and nitrogen fixation in soybeans are complex, however. The nitrate supply to nodulated roots can lead to negative or positive effects depending on the nitrate concentration, its placement in the soil, the growth medium, and the application period [12,13]. Previous studies reported that nitrate inhibition was primarily host plant-dependent and was independent of nitrate metabolism in the rhizobia [3,14]. Nevertheless, the mechanism underlying nitrate inhibition remains controversial. There are many hypotheses proposed for the reason why nitrate inhibits nodule growth and N_2_ fixation activity, such as, carbohydrate deprivation in nodules [9,15,16], feedback inhibition by the products of nitrate metabolism such as glutamine [17] or asparagine [18], and interrupt O_2_ diffusion into the nodules, which restricts the respiration and nitrogen fixation activity of bacteroids, the symbiotic form of rhizobia in the nodules [15,19]. More recently, the possible involvement of nitric oxide has also been reported in the inhibition of nitrogenase activity by nitrate in *Lotus* nodules [20].

We investigated the direct effects of nitrate on the nodule growth of soybean plants cultivated with hydroponics, in which the diameters of the horizontal axes of individual nodules were measured by a slide caliper [21] or the nodule area, fitted to an ellipse oval, was determined through photographs periodically taken by a digital camera [10]. Nodule growth and N_2_ fixation activity were quickly decreased by adding 5 mM of nitrate to a culture solution in a few days, whereas the inhibition of nodule growth and N_2_ fixation activity by nitrate was reversibly recovered by changing the 5 mM nitrate to 0 mM nitrate in the culture solution. After a 2-week treatment with 5 mM of nitrate, both nodule growth and nitrogen fixation activity (acetylene reduction activity) had completely recovered by a 1-week treatment with 0 mM nitrate [21]. These findings indicated that early senescence or irreversible disintegration did not occur in soybean nodules treated for at least for 2 weeks with 5 mM nitrate. These nodules maintained their functions for growth and nitrogen fixation even though nodule growth was temporally stopped entirely in the presence of nitrate. Further experiments, in which soybean shoots were exposed to ^11^C or ^14^C-labeled CO_2_, were performed to investigate the effects of nitrate supply on the translocation and distribution of newly assimilated photosynthates to the nodules and roots of soybean [10]. The addition of 5 mM of nitrate to the culture solution stimulated the translocation of labeled C to the roots from 5.2% to 9.1% of total photoassimilate and decreased the partitioning of C to the nodules from 9.1% to 4.3% [10]. These findings indicate that a decreased supply of photoassimilates to nodules might be involved in the quick but reversible nitrate inhibition of nodule growth and its nitrogen fixation activity.

Recently, the effects of nitrate on soybean nodule growth were monitored at 1-h intervals, and the volume of nodules was measured with newly developed computer software “Nodame” [22,23]. Nodule growth began to be suppressed at about 7-h after the addition of 5 mM of nitrate compared with control under light conditions. In addition, the nodule growth rate under dark conditions was decreased more severely, reaching only almost half that occurring under lit conditions. The nodule growth was additively suppressed by the addition of the 5 mM nitrate to the medium in the dark. Similar repressive effects were observed on the growth rate of the primary root with a 5-mM nitrate under light/dark conditions. Conversely, the growth of soybean lateral roots was promoted by the addition of 5 mM of nitrate [22].

Ruffel et al. [24] reported the transcriptome analysis of split nodulated roots and shoot comparing various N sources in *Medicago trancatula*. The effects of nitrate on gene expression in the nodules of *Medicago truncatula* were recently published in a study that used RNA-sequencing transcriptome analysis [25]. After 4- and 28-h nitrate treatments, the expression of 127 genes for the nodule-specific cysteine-rich peptides and leghemoglobin, as well as the genes related to iron allocation and mitochondrial ATP synthesis, were all downregulated, while the expression of genes related to nitrate transport and nitrate reduction were upregulated. In that research work, however, gene expression in the roots was not analyzed, and the mechanism of nitrogen inhibition may not be the same as for *Glycine max*, as it could differ among legume species and determinate (soybean) and indeterminate (*Medicago trancatula*) types of nodules. The present study is the first report of transcriptome and metabolome analyses that compare the roots and nodules in relation to the nitrate inhibition of nitrogen-fixing soybean nodules.

The number of legume nodules is systemically regulated by the previous rhizobial infections in order to avoid excessive nodulation, and this phenomenon is called the autoregulation of nodulation (AON) [26,27,28]. Several lines of hypernodulation or supernodulation mutants that lacked AON have been isolated and exhibited profuse nodulation compared with parent lines [29,30,31,32]. A reciprocal shoot and root grafting experiment, by using a hypernodulation mutant line and the wild-type, revealed that AON was controlled by the shoot genotype, and not the roots [31]. It is interesting that all hypernodulation mutant lines so far showed partial tolerance to nitrate for their nodule formation, thus a common mechanism may be shared between the nitrate inhibition of nodulation and AON [29,30,31,32]. Genes responsible for AON, such as *LjHAR1* have been identified in the model legume *Lotus japonicus* and *GmNARK* in the soybean, have been identified (reviewed by Soyano et al. [28]). Small peptides, named CLAVATA3/EMBRYO SURROUNDING REGION-RELATED (CLE) peptides, may be candidates of the infection signal from the roots to the shoot, based on similarities between the CLAVATA1 and CLE peptide signaling in *Arabidopsis thaliana*, which controls shoot meristem development [27,28] in the form of arabinosylated glycopeptides [33]. Collectively, these findings suggest that an inhibitor is synthesized in the shoot when NARK proteins receive the CLE peptides; and the shoot-derived unknown inhibitor is then transported from the shoot to the roots, where it prevents the differentiation and development of the nodule primordia. However, there is no direct evidence to link the nitrate inhibition and AON.

## 2. Results

### 2.1. Number and Function of Upregulated and Downregulated Genes in Roots and Nodules

The number of upregulated or downregulated genes in the roots and nodules, at 24 h after the addition of 5 mM nitrate as compared with control plants, is shown in Figure 1A (more than fourfold, *p* < 0.05) and Figure 1B (more than twofold, *p* < 0.05). 

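Gene expression was measured on 12 arrays, with 3 arrays for each of control roots, nitrate-treated roots, control nodules and nitrate-treated nodules. Each array carried RNA from 1 sample pooled from 3 plants that received nitrate, or none, from 19 days after planting. The files give the processed signal of every spot, which Feature Extraction had adjusted for background within the array but had not scaled between arrays. The mean signal of the 42748 probes that are not controls ranged from 2710.9 to 4592.8 across the arrays. Each array was therefore scaled to an average of 2500, the target given in the paper's methods. Probes well above background made up 81.1% of these probes in control roots and 81.0% in nitrate-treated roots, as the mean of 3 arrays. The means were 83.5% in control nodules and 82.2% in nitrate-treated nodules. The second control root array was the dimmest after scaling, with a 75th percentile of 1143.9 against 1400.0 to 1587.2 on the other root arrays. The first control root array shared a slide with all the nitrate-treated root arrays, while the other control root arrays shared a slide with nitrate-treated nodule arrays 1 and 2. The control nodule arrays shared a slide with nitrate-treated nodule array 3. When the slide enters a fit as a block, the root effect rests on the first control array alone. The nodule effect then rests on nitrate-treated array 3 alone. For each organ, limma was fitted to the log2 scaled signals of its 6 arrays, nitrate against control. The fit covered the probes well above background on all arrays of at least 1 of the 2 conditions, which were 33957 in roots and 35253 in nodules. A probeset was called raised or lowered at an adjusted p (Benjamini-Hochberg) under 0.05 and a change above 2-fold, or above 4-fold for the stricter count. With 3 arrays against 3, an exact permutation test of a single probeset cannot give a p below 0.1. The calls therefore rest on limma's estimate of the spread, which draws on all probesets.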

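At more than 4-fold, 156 probesets were raised by nitrate in the roots and 215 in the nodules (limma, adjusted p). Of the 32771 probesets tested in both organs, 11 were raised in both. If the calls in the organs were independent, 0.8 would be shared (Fisher's exact test, two-sided, p = 1.1e-09; probesets of one gene are not independent). The paper's methods name a Student's t-test and state no pairing, and its unpaired form is called the unpaired test of the methods here. The root count moved most, to 28, under the unpaired test of the methods after adjustment. The nodule count was 74 under a paired test by replicate number and 362 with the slide as a block. When each array was left out in turn, the counts ranged from 112 to 276 in the roots and from 176 to 285 in the nodules.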

We found that 142 and 78 probesets that were highly upregulated by more than fourfold in the roots and nodules, respectively, of which nine probesets were common to both roots and nodules. By contrast, the expression of 93 and 116 probesets was highly downregulated by more than fourfold in the roots and nodules, respectively, with only one probeset in common to both plant organs. 

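The calls from limma gave 157 probesets lowered more than 4-fold in the roots and 192 in the nodules. Both lists held 6 probesets, where 0.6 would be shared by independent lists (Fisher's exact test, two-sided, p = 4.4e-05). Single arrays weighed heavily on the root count, which was 332 without the first control array and 58 without the first nitrate-treated array. In the nodules, the count was 284 without the first nitrate-treated array and 96 without the third.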

The expression of 958 and 646 probesets were upregulated by more than twofold in the roots and nodules, respectively, and 51 probesets were common in the roots and nodules. On the other hand, the expression of 734 and 1481 probesets was downregulated by more than twofold in the roots and nodules, respectively, with only 25 probesets in common to both plant organs. 

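With the 2-fold criterion, limma called 289 probesets raised in the roots and 1123 in the nodules, of which 59 were raised in both organs against 8.3 expected by independence (Fisher's exact test, two-sided, p = 7.9e-33). The root count depended on how the arrays were modelled. It was 1435 when the replicate number entered the fit as a block, and all 289 probesets were among those. Under the slide block it was 79, an estimate in which the first control root array alone links the conditions within a slide. Without the first control root array, 1121 probesets were raised, and without the second 363. Leaving out any other root array gave 118 to 154. The nodule count was 1113 with the replicate block and 1556 with the slide block.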

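Nitrate lowered 577 probesets more than 2-fold in the roots and 1918 in the nodules, with 43 lowered in both organs. Independent lists would share 27.6 (Fisher's exact test, two-sided, p = 0.004). Another 26 probesets were raised in roots and lowered in nodules, and 17 were lowered in roots and raised in nodules. With the replicate block these opposite changes numbered 199 and 57. As with the raised probesets, the root count changed with the model. It was 1469 with the replicate block and 49 with the slide block, and ranged from 68 to 1399 when single arrays were left out. The highest of these values came from leaving out the first control root array. For the nodules, the slide block gave 3563 lowered probesets, and leaving out single arrays gave 1305 to 2336.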

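The order of the raised counts in the roots and nodules was not the same under every model. In the separate limma fits of each organ, fewer probesets were raised in the roots than in the nodules by both criteria. By the 2-fold change alone, without a test, 1763 were raised in the roots and 1169 in the nodules, and 711 and 1644 with the slide block. The calls also depend on the spread of the arrays. In simulated data with that spread, limma called 152 of 200 changed probes in roots and 192 in nodules. The number in the roots was the higher one at 2-fold with the replicate block, and in a fit of all 12 arrays together (1293 against 887). It was also higher with limma at an unadjusted p (1444 against 1146) and in the paired test by replicate number (988 against 606). The number in the nodules was the higher one after scaling to the 75th percentile (640 against 1234) and after quantile normalization (738 against 1340). It was also the higher one in the unpaired test of the methods at an unadjusted p (922 against 1092).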

The number of upregulated probesets were higher in the roots than that in the nodules using both the fourfold and twofold criterions. Conversely, the number of downregulated probesets was higher in the nodules than in the roots.

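Lowered probesets were more numerous in the nodules than in the roots in the separate fits by both criteria. The exception among the models at 2-fold was the fit of all 12 arrays, with 1436 lowered in the roots and 1402 in the nodules. At 4-fold the order was the opposite in several models, among them the replicate block (210 in the roots and 192 in the nodules) and 75th percentile scaling (206 and 171). In the nodules, 36.9% of the changed probesets were raised, and 47.3% after quantile normalization. The median log2 change of all tested probesets was 0.10 in the roots and -0.08 in the nodules.

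**Figure D1:**
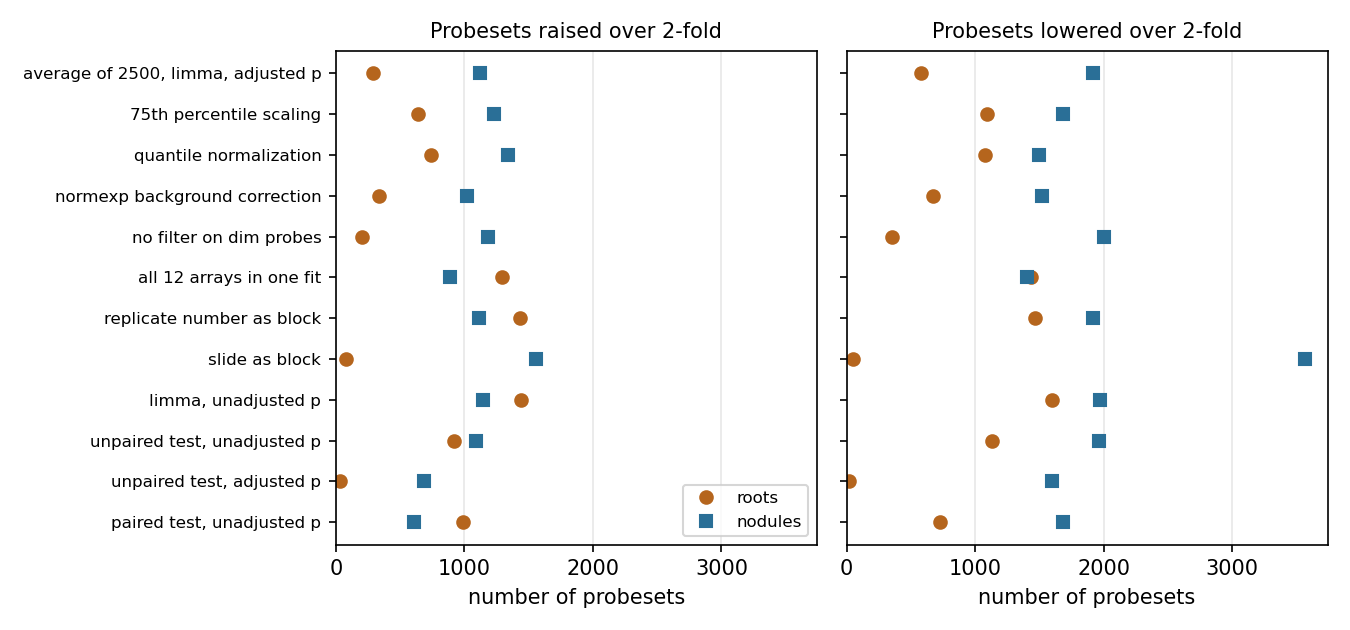
Number of probesets raised (left) and lowered (right) more than 2-fold by nitrate in roots (circles) and nodules (squares), with one line for each way of processing the arrays and testing. The root counts spread from 33 to 1444 for raised probesets, and the nodule counts from 606 to 1556.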

The functional annotation of soybean genes on this array was obtained from 22,674 scaffolds [34], with the percentages of genes classified into the information storage and processing, cellular processing and signaling, metabolism, and poorly characterized being 19%, 32%, 33% and 16%, respectively. For the functional categories of metabolism, energy production and conversion, carbon transport and metabolism, and amino acid transport and metabolism were 7%, 7%, and 5%. The percentage of probesets upregulated more than fourfold in the roots and nodules by the nitrate treatment were classified as information storage and processing (3% in roots and 2% in nodules), cellular processes (37% in roots and 18% in nodules), metabolism (45% in roots and 64% in nodules), and poorly characterized (15% in roots and 16% in nodules) (Figure 2A). The percentage of downregulated probesets more than fourfold in the roots and nodules were related to information storage and processing (6% in roots and 7% in nodules), cellular processes (15% in roots and 31% in nodules), metabolism (56% in roots and 45% in nodules), and poorly characterized (24% in roots and 16% in nodules) (Figure 2B). The regulation was most pronounced for metabolism followed by cellular processes, both in the roots and nodules irrespective of the upregulated or downregulated genes more than fourfold. Under “metabolism” amino acid metabolism (E), carbohydrate transport and metabolism (G), and energy production and conversion (C), were relatively dominant. Under “cellular processes” signal transduction (T), and inorganic ion transport and metabolism (P) were relatively dominant.

The lists of upregulated (Table S1 for roots, Table S2 for nodules) or downregulated (Table S3 for roots, Table S4 for nodules) genes over twofold are given. The high ratios of upregulated genes in the roots after the nitrate treatment (Table S1) were annotated as *Lj* (*Lotus japonicus*) ferredoxin-nitrite reductase (NiR) (1315, 535, 216 fold; for each probeset); *Gm* (*Glycine max*) nitrate reductase (NR) (79, 63, 52 fold); *Gm* glutamine synthetase (GS) (24.1, 23.8, 16.9, 6.9 fold); the *Gm* high affinity nitrate transporter (NRT2) (23.1 fold); *Gm* phosphoenolpyruvate carboxylase (PEPC4) (18.9, 6.5 fold); glucose-6-phosphate 1-dehydrogenase (11.7, 10.7, 10.6 fold); *Pv* (*Phaseolus vulgaris*) NADH glutamate synthase (11.0-fold); *Gm* asparagine synthetase 1 (AS1) (9.8-, 9.7-, 8.8-, 6.4-fold); and *Gm* asparagine synthetase 2 (AS2) (8.3-, 5.5-fold) genes. 

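The NiR probesets rose the most of these genes. One of them, BG155089.1_555, was not well above background on any control root array and was at least 381-fold higher after nitrate. The other NiR probesets rose by 9.08 (standard error 0.20, limma adjusted p = 4.7e-06) and 7.79 (standard error 0.19, adjusted p = 6.5e-06) on the log2 scale. The NR probesets rose by 6.16 to 6.83 (adjusted p from 0.0034 to 0.0049), although the control arrays varied widely. For BF069531.1_458 the control mean was 53.58 and its SD was 52.4. The GS probesets well above background on all control arrays rose by 4.15 to 4.64, and GMFL01-17-B06-F_54, well above background on 2 of them, by 2.85. NRT2 rose by 4.56 (standard error 0.25, adjusted p = 0.00053). The PEPC4 probesets rose by 4.36 (adjusted p = 0.0083) and 2.75 (adjusted p = 0.015), and the latter call was lost when the third control array or any nitrate-treated array was left out. The log2 changes of the glucose-6-phosphate dehydrogenase probesets were 3.46 to 3.61. NADH glutamate synthase CO982658.1_507, not well above background in control roots, was at least 4.49-fold higher. AS1 rose by 2.70 to 3.30 (adjusted p from 0.00081 to 0.0015). Of the AS2 probesets, GMFL01-14-F20-R_547 rose by 3.08. BE805634.1_378 was not well above background in control roots and was at least 2.74-fold higher, a call lost without any of the nitrate-treated arrays. In each of these probesets every nitrate-treated array lay above every control array, and chance separates the arrays of the conditions in one direction or the other at 10% of probesets. With the slide as a block, both PEPC4 calls and those of NR BU927103.1_508 and GMFL01-21-N18-R_440, among others, no longer passed the adjusted p, while the rises remained.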

In general, most of these genes were related to nitrate transport, nitrogen assimilation, and the carbon metabolism associated with nitrogen metabolism. The high ratios of gene expression of the upregulated genes in the nodules after the nitrate treatment (Table S2) were annotated as aspartylprotease genes (23.0-, 6.1-fold); *Gm* alcohol dehydrogenase 1 (8.6-fold); *Gm* tyrosine aminotransferase (8.3-fold); the *Gm* genes induced by salicylic acid (8.0-, 5.5-, 5.1-fold); *Gm* resistant protein KR3 (7.5-fold); the *Gm* high affinity nitrate transporter (NRT2) (6.8-fold); *Gm* beta-amylase (BMY2) (5.6-fold); *Gm* proline dehydrogenase (5.4-fold); the *Gm* auxin-regulated protein (Aux22) (5.0-fold); *Gm* proline dehydrogenase (PDH) (4.7 fold); *Gm* asparagine synthetase (AS1) (4.7-, 4.6-, 4.3-fold); the *Gm* chlorophyll ab-binding protein (CAB3) (4.0-fold); and the *Gm* riburose-1,5-bisphosphate carboxylase small subunit (RBCS3) (4.0-fold) genes; most of which were not related to nitrate transport or nitrogen assimilation. 

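Most of these probesets were measured well above background on all nodule arrays. The exceptions were the aspartyl protease AW707145.1_264, well above background on 1 control nodule array and at least 17.5-fold higher after nitrate, and KR3, at least 3.45-fold higher. Alcohol dehydrogenase 1 rose by 3.08 (standard error 0.27, limma adjusted p = 0.0025) on the log2 scale, and tyrosine aminotransferase by 3.03. The genes induced by salicylic acid rose by 2.35 to 2.96, BMY2 by 2.47, the proline dehydrogenase probesets by 2.40 and 2.20, and Aux22 by 2.27. CAB3 rose by 1.99 and RBCS3 by 1.93. In the roots, the proline dehydrogenase probesets changed by -0.26 and -0.25, and the difference between the organs was past the threshold for both (interaction in limma, adjusted p = 0.00073 and 0.00053). The effect also differed for Aux22 (adjusted p = 0.001) and CAB3 (adjusted p = 0.012). No difference between the organs was detected for BMY2 (adjusted p = 0.77), RBCS3 (adjusted p = 0.11) or the aspartyl protease GMFL01-13-O10-R_518 (adjusted p = 0.57). Of the 646 probesets in Table S2, 80 are described as photosynthesis proteins. Their median log2 change was 1.38 in the nodules, for which the list was chosen. In the roots it was -0.27 over the 76 tested there, with 28 of them higher, and -0.35 after scaling to the 75th percentile. limma called 5 of them raised in the roots and 0 lowered. The 8 photosynthesis probesets of Table S1, a list chosen on the root arrays, had a median of 1.16 in the roots.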

Commonly shared probesets, the expression of which was affected more than fourfold in both the roots and nodules, were the *Gm* putative nitrate transporter (NRT2), H^+^ oligopeptide symporter, Cl^−^ channel, and *Gm* asparagine synthetase 1 (AS1).

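The H+ oligopeptide symporter rose by 5.59 (standard error 0.36, limma adjusted p = 0.00078) in the roots and by 2.63 (standard error 0.20, adjusted p = 0.0022) in the nodules on the log2 scale. The rise was larger in the roots by 2.96 (interaction, adjusted p = 0.0029). For the Cl- channel, AW760651.1_483 rose by 3.54 in the roots and 2.46 in the nodules, and BG359405.1_414 by 3.73 and 2.94. The nodule rise of BG359405.1_414 did not pass the paired test by replicate number. The difference between organs was 1.08 (adjusted p = 0.014) for the first, falling to 0.94 with 75th percentile scaling, and 0.79 (adjusted p = 0.22) for the second. NRT2 rose by 2.92 (standard error 0.47, adjusted p = 0.006) in the nodules, and its difference between the organs of 1.63 did not pass (adjusted p = 0.063). It passed in some other settings, among them normexp background correction (1.79) and without the third control nodule array (1.95). The AS1 probesets rose by 1.86 to 2.18 in the nodules.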

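In the roots, the AMS1 probeset was well above background on all control arrays and on none of the nitrate-treated arrays, and was at least 2.67-fold lower after nitrate. GST5, well above background on 2 of the nitrate-treated arrays, changed by -3.61 (standard error 0.33, limma adjusted p = 0.0034) on the log2 scale. Chitinase III-A changed by -2.36 (standard error 0.24, adjusted p = 0.0058). A gene induced by salicylic acid, CD390673.1_574, changed by -2.14 (adjusted p = 0.016), a call that was lost without the third control array or without the first or second nitrate-treated array. With the slide as a block, the calls of GST5, the chitinase and CD390673.1_574 no longer passed. In the nodules the chitinase changed by -0.44, and the effect differed between the organs (interaction, adjusted p = 0.0018).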

The high ratios of downregulated gene expression in the roots after nitrate treatment (Table S3) were annotated as *Gm* β-amylin synthase (AMS1) (13.3-fold); *Gm* glutathione S-transferase (GST5) (11.6-fold); *Gm* chitinase III-A (5.1-fold); and a *Gm* gene induced by salicylic acid (4.4-fold). 

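In the nodules, asparaginase CD409922.1_668 changed by -3.99 (standard error 0.45, limma adjusted p = 0.0031) on the log2 scale. A second asparaginase probeset, CF805961.1_241, was well above background on 2 of the 3 nitrate-treated arrays, where its mean signal was 9.398 against 111.0 in the controls. The serine/threonine protein kinase CD486977.1_626 was well above background on none of the nitrate-treated nodule arrays and was at least 3.52-fold lower.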

The high ratios of downregulated gene expression in the nodules after nitrate treatment (Table S4) were annotated as *Gm* asparaginase (14-, 12-fold); and a serine threonine salicylic acid (10-fold). 

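One gene induced by salicylic acid, CD402264.1_472, changed by -2.26 (standard error 0.30, limma adjusted p = 0.013) in the roots and by -2.19 (standard error 0.46, adjusted p = 0.012) in the nodules on the log2 scale. Its effect did not differ detectably between the organs (interaction -0.07, adjusted p = 0.94). The root call was lost without the third control array, without the first nitrate-treated array, and with the slide as a block.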

Only one gene, the *Gm* gene induced by salicylic acid, was commonly reduced in both roots and nodules.

### 2.2. Upregulation and Downregulation of Root-Specific and Nodule-Specific Genes by the Nitrate Treatment

Root- and nodule-specific probesets were selected by the ratios of gene expressions in roots vs. nodules using the cutoff criterion of a twofold change. Of 42,748 probesets analyzed, 10,842 and 9236 probesets were respectively root-specific and nodule-specific genes in our experiment. 

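Control roots were compared with control nodules on their 6 arrays, over the 36149 probesets well above background on all arrays of at least 1 organ. limma called 7380 probesets root-specific and 10803 nodule-specific at more than 2-fold and the adjusted p. No control root array shared a slide with a control nodule array, so the organ could not be separated from the slide. With the slide as a random block, the counts were 6456 and 8674. The fold change alone selected 7561 and 11138. The median log2 ratio of roots to nodules was -0.29, and scaling to the 75th percentile brought it to -0.12. With that scaling the counts were 8273 and 9383. They ranged from 6993 to 8117 and from 9326 to 12076 when single arrays were left out.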

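Of the root-specific probesets, 40 were raised and 437 lowered by nitrate in the roots at more than 2-fold (limma, adjusted p), 10.92 lowered for each one raised. Over all probesets tested in the roots this ratio was 2.00. Leaving out single arrays moved the former ratio between 3.71 and 12.59 and the latter between 0.57 and 3.18. With the replicate number as a block, 130 were raised and 929 lowered. The same control root arrays serve in both selections, so noise that raises a control signal also lowers its nitrate ratio. In 10 simulated sets of arrays with no effect of nitrate, this gave a mean of 39.2 raised and 76.5 lowered at an unadjusted p, against 146 and 1004 in the data with the specific probesets chosen by the fold alone, as in the simulation.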

The expression of 53 root-specific genes in the nitrate-treated roots (Table S5) was upregulated more than twofold by the 5-mM nitrate treatment, whereas almost 10 times as many (491) root-specific genes (Table S6) were downregulated. Concerning the nodule-specific genes, the expression of 116 probesets were upregulated while 392 were downregulated. 

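Among the nodule-specific probesets, limma called 200 raised and 624 lowered in the nodules. That is 3.12 lowered for each one raised, against 1.71 over all probesets tested in the nodules. After quantile normalization 252 were raised and 479 lowered.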

The root-specific genes upregulated by nitrate contain mth2, aquaporin, glutathione S-transferase, NRT2, a salicylic acid-induced gene, amino acid transporter, Myb family transcription factor and so on (refer to Table S5). The root-specific genes downregulated by nitrate included asparaginase, ammonia permease, cytochrome P450 CYP2 subfamily, aspartyl protease and so on. (refer to Table S6). The nodule-specific genes promoted by nitrate included β-amylase (bmy2), asparagine synthetase 1 (AS1), lipoxygenase-1, trehalose-6-phosphate synthase component TPS1, Zn-finger protein, and so on. (refer to Table S7). The nodule-specific genes repressed by nitrate include fructose-1,6-bisphosphatase, tyrosine aminotransferase, early nodulin GmN 70, dehydration-responsive element-binding protein 2C (DREB 2C protein), amino acid transporters, aquaporin and so on (refer to Table S8).

### 2.3. Upregulation and Downregulation of Leghemoglobin and Nodulin Genes by the Nitrate Treatment

The effect of nitrate on leghemoglobin (Table S9) and nodulin (Table S10) genes in soybean roots and nodules were evaluated. Nodulins are defined as plant-encoded proteins that are specifically expressed during nodule development [35]. All six leghemoglobin probesets, which encodes four leghemoglobin components—LbA, LbC1, LbC2 and LbC3—were highly expressed in the nodules and much less so in the roots, and the ratios of nodule/roots in the control plants were ranged from 25–176-fold (Table S9). However, the expression of leghemoglobin genes was not affected by the nitrate treatment, for which the ratio of nitrate vs. control was about 1.1-fold and statistically not significant. The same ratio in the roots tended to increase to about 2-fold, though also not significant.

Eighty-eight nodulin genes were found (Table S10). Of these, thirteen probesets were enhanced while six were repressed by the nitrate treatment in the roots, and likewise, seven probesets were enhanced while four probesets were repressed in the nodules over twofold. 

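Early nodulin 40 rose by 2.14 (standard error 0.30, limma adjusted p = 0.017) in the roots and by 3.08 (standard error 0.20, adjusted p = 0.0021) in the nodules on the log2 scale. The root call was lost without the third control array, without nitrate-treated array 2 or 3, and with the slide as a block. The effect did not differ detectably between the organs (interaction -0.95, adjusted p = 0.1). A nodulin 21-like probeset, GMFL01-02-G16-F_362, rose by 1.25 (standard error 0.42, adjusted p = 0.15, and 0.023 with the replicate block) in the roots and by 2.78 (standard error 0.31, adjusted p = 0.0031) in the nodules. The nodulin 21 probeset AW203733.1_45 moved the other way in the roots, by -1.64 (standard error 0.39, adjusted p = 0.079, and 0.019 with the replicate block), and rose by 0.79 in the nodules (adjusted p = 0.0055). For this probeset the effect differed between the organs (interaction -2.43, adjusted p = 0.0063), though the difference of -2.63 with the slide as a block no longer passed.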

Early nodulin 40 and nodulin 21 were similarly enhanced in the roots and nodules. Early nodulin gene expressions of GmN70, GmN93, and GmN315 were significantly decreased in the nodules treated with nitrate. Although statistically not significant, nodulin 35, which encodes nodule-specific uricase II, was highly enhanced (by >10-fold) in the roots.

### 2.4. Upregulation and Downergulation of Phytohormone-Related Genes by the Nitrate Treatment

Supplying nitrate to nodulated soybean plants affects the growth of their roots and nodules [36]. Hence, the nitrate treatment may have influenced hormone synthesis or signal transductions. However, the effect of the nitrate treatment on the expression of auxin, cytokinin, gibberellin, abscisic acid, and ethylene-related probesets was not remarkable after 24 h of 5 mM nitrate treatment, since their ratios were close to a value of 1-fold. Figure S1 shows the effect upon auxin-regulated probesets. Most probesets were not drastically affected by the nitrate treatment, neither in the roots nor nodules, except for three homologs of AuxIAA genes that had a more than a twofold change.

### 2.5. Metabolome Analysis of Roots and Nodules Comparing the Nitrate Treatment and Control

A total of 315 compounds (168 compounds by cation analysis, and 147 compounds by anion analysis) were detected in the metabolome analysis (Table S11). The concentration of 91 compounds (47 cationic compounds and 44 anionic compounds) were quantified and shown in Table S12. The concentrations of Glu (295 nmol gFW^−1^ in roots and 3320 nmol gFW^−1^ in nodules), Asp (224 nmol gFW^−1^ in roots and 2330 nmol gFW^−1^ in nodules), Asn (423 nmol gFW^−1^ in roots and 449 nmol gFW^−1^ in nodules), Gln (137 nmol gFW^−1^ in roots and 576 nmol gFW^−1^ in nodules), Ser (201 nmol gFW^−1^ in roots and 1685 nmol gFW^−1^ in nodules), were relatively high among free amino acids in control treatment. Among organic acids the concentrations of malic acid was highest both in roots (2390 nmol gFW^−1^) and nodules (5840 nmol gFW^−1^), followed by succinic acid, citric acid, glucronic acids both in the roots and nodules. Among sugar phosphates, the concentration of glucose-6-phosphate (237 nmol gFW^−1^ in roots and 771 nmol gFW^−1^ in nodules), was highest both in roots and nodules. The concentrations of ATP (3.2 nmol gFW^−1^ in roots and 13 nmol gFW^−1^ in nodules), ADP (4.4 nmol gFW^−1^ in roots and 31 nmol gFW^−1^ in nodules) were relatively lower than those of amino acids and organic acids.

When the concentration of each compound was compared with nodules and roots in control treatment without nitrate (Table S13), the metabolite concentration are generally higher in the nodules than those in the roots: the ratios (nodules/roots) of five compounds were over 100-fold, 45 compounds were between 10-fold and 100-fold, 87 compounds were between 2-fold and 10-fold, 22 compounds were between 1-fold and 2-fold significantly. The ratios significantly lower than 1-fold were only 15. The high ratios of compounds in nodules/roots in control treatment were *N*-acetylputrescine (239-fold), adenine (219-fold), *N*-acetyl ornithine (138-fold), *N*-acetylglutamic acid (127-fold), *N*-methylputrescine (103-fold), 4-guanidinobutyric acid (73-fold), citramalic acid (53-fold), arginosuccinic acid (43-fold), histidinol (42-fold), 2-deoxyglucose 6-phosphate (37-fold), 3′-AMP (37-fold), cytidine (35-fold), sedheptulose 7-phosphate (32-fold), uridine (29-fold), *N*6-acetyllysine (26-fold), 2-isopropylmalic acid (28-fold), hydroxylproline (28-fold), allantoic acid (26-fold), citruline (23-fold), nicotinic acid (23-fold), spermidine (22-fold), hexanoic acid (22-fold), *N*-acetylserine (22-fold), glyceric acid 19-fold)*, N*^6^-acetylspermidine (17-old), trehalose 6-phosphate (16-fold), fumaric acid (15-fold), 6-phosphogluconic acid (14-fold), UDP (13-fold), 5-amino-4-oxovaleric acid (13-fold), hypoxanthicne (13-fold), glutamic acid (11-fold), NAD+ (11-fold), ascorbate 2-glucoside (11-fold), homoserinelactone (11-fold), aspartic acid (10-fold), were higher than 10-fold. The ratios lower than 1-fold were cis-aconiteic acid (0.28-fold), pyrophosphate (0.29-fold), ethyl glutcuronide (0.32-fold), AMP (0.39-fold), UDP-glucose and UDP-glucose (0.52-fold), UMP (0.56-fold), 3-amino-2-piperidone (0.55-fold), cAMP (0.56-fold), glycerol (0.63-fold), urocanic acid (0.63-fold).

In the roots (Table S14), seventeen compounds had a greater than twofold increase in response to nitrate (*15: * indicates the number of compounds at *p* < 0.05); with 1.5-fold to 2.0-fold ratios, it was 16 (*12); 1.1- to 1.5-fold was 61 (*17); 0.9- to 1.1-fold ratios, it was 68 (*0); 0.5- to 0.9-fold ratios, it was 43 (*7); and ratios lower than 0.5-fold, it was 6 (*3). The respective corresponding ratios for the number of compounds in the nodules (Table S15) were as follows: 6 (*3), 15 (*7), 79 (*14), 120 (0), 78 (*19), and 3 (*1). The number of compounds with a ratio more than twofold therefore much greater in the roots than in the nodules.

Table 1, Table 2 and Table 3 shows a comparison of the ratios of nitrate treatment over control of the selected compounds, as grouped by nitrogen compounds (Table 1), phosphorous compounds (Table 2), and organic acids (Table 3) in the roots and nodules. In the roots, the nitrogen compounds related to initial nitrate metabolism, namely Gln (2.4-fold) and Glu (1.8-fold) were high. The ratios of other amino acids, namely Asn (2.1-fold), Ala (2.0-fold) and Asp (1.8-fold), were also high. The ratio of allantoin was just 1.0-fold, whereas that of allantoic acid reached 3.1-fold. In the nodules, the nitrogen compounds related to initial nitrate metabolism were Gln (1.6-fold) and Glu (0.9-fold). The ratios of Asn (3.3-fold) and *N*-acetylglucosamine (3.6-fold) were high, whereas those of Ala (0.9-fold) and Asp (1.4-fold) were not so high. In the nodules, the ratios of allantoin (1.9-fold) and allantoic acid (1.4-fold) were higher than 1.0-fold.

Ratios of the phosphorous compounds in the roots were generally higher than 2-fold, especially for ATP (3.9-fold), which was the highest, followed by ADP (2.9-fold) and NAD (2.2-fold). By contrast, in the nodules, the concentration ratios of most compounds, such as ATP (0.7-fold), ADP (0.9-fold), and NAD (0.9-fold), were lower than 1.0-fold, with the sole exception of AMP (1.3-fold). These results indicated that energy metabolism in the roots was enhanced by the 5-mM nitrate treatment, whereas it might be repressed in the nodules. The ratios of organic acids were also increased by nitrate in the roots, but not in the nodules.

### 2.6. Nitrate Effect of Gene Expression and Metabolite Concentration on Nitrogen and Carbon Metabolism in Roots and Nodules

The ratios of gene expressions and metabolite concentrations with nitrate-treated/control related to nitrogen metabolism in the roots (Figure 3A) and nodules (Figure 3B) are shown in the metabolic map. The gene expression ratio of each probeset is indicated by colored square above the abbreviation of enzyme name. The concentration ratio of metabolite is shown under the metabolite abbreviation. In the roots, the expression of the genes especially those for nitrate transport and assimilation enzymes were markedly enhanced at 24 h after the 5-mM nitrate treatment. 

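Further probesets of these enzymes were found by their descriptions in the paper's tables. Those tables list only probesets changed over 2-fold on these arrays, so unchanged probesets of the same genes could not be found. In the roots, NADH glutamate synthase CA783200.1_620 rose by 3.96 (standard error 0.30, limma adjusted p = 0.0016) and CX702963.1_699 by 2.04 (adjusted p = 0.01) on the log2 scale, the latter call being lost without the third control array or nitrate-treated array 1 or 2. A probeset of the same enzyme, AW102262.1_240, was not well above background in control roots and was at least 4.39-fold higher. Glutamine synthetase GMFL01-16-C01-R_584, already at a mean signal of 142687 in control roots, rose by 1.26 (adjusted p = 0.02), a call lost without the third control array or any nitrate-treated array. Asparagine synthetase GMFL01-15-F24-R_255 rose by 2.64 and GMFL01-43-H16-R_100 by 2.40. The other nitrate transporter probesets came from the list of probesets lowered in the roots, so their fall was a condition of finding them. CA852364.1_395 changed by -2.12 (adjusted p = 0.0053) and GMFL01-10-M04-R_359 by -1.46 (adjusted p = 0.035), a call also lost without the third control array or any nitrate-treated array. The change of -1.18 at BI970044.1_492 did not pass (adjusted p = 0.079). It did after scaling to the 75th percentile and with the replicate block (limma adjusted p = 0.019), among other settings, but not in the paired test by replicate number. Under the slide block, the calls of CX702963.1_699, GMFL01-16-C01-R_584, CA852364.1_395 and GMFL01-10-M04-R_359 no longer passed.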

The corresponding root ratios of (Figure 3A) were as follows: NRT (48-, 23-fold) and NAR2 (13-fold) for nitrate transport through the cell membrane; NR (79-, 63-fold) and NiR (1315-, 535-fold) for nitrate-reducing enzymes; GS (24-fold to 7-fold) and GOGAT (11-fold) for ammonium-assimilating enzymes; and AS (9.8-fold to 5.3-fold) for the synthesis of asparagine. Likewise, the ratios of gene expression in the nodules (Figure 3B) were as follows; NRT (6.8-, 6.2-fold), NAR2 (1.8-fold), NR (1.4-, 1.3-fold), NiR (1.3-, 1.2-fold), GS (1.5-fold to 1.0-fold), GOGAT (1.5-fold), and AS (4.7-fold to 3.0-fold). 

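In the nodules the log2 changes were 0.10 to 0.31 for NiR and 0.36 to 0.42 for NR. The NR changes passed the adjusted p (0.018 to 0.025 in limma) but stayed under 2-fold, as did NiR GMFL01-08-I05-R_317 (adjusted p = 0.017). GS changed by -0.07 to 0.52, and the highest of these, at GMFL01-36-I09-R_352, also passed (adjusted p = 0.013). In control nodules the NR probeset GMFL01-21-N18-R_440 had a mean signal of 21124 (SD 1186), against 1553 (SD 1408) in control roots. AS2 GMFL01-14-F20-R_547 rose by 1.58 (standard error 0.21, adjusted p = 0.0041).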

Although nitrogen-assimilating genes were enhanced in the roots and nodules, their ratios were markedly higher in the former organ. 

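The size of the nitrate effect was compared between the organs with the interaction term of a limma fit to all 12 arrays. The effect was larger in the roots by 8.77 and 7.69 on the log2 scale for the NiR probesets measured on all arrays (adjusted p = 1.4e-09 for each). The difference was 5.79 to 6.47 for NR (adjusted p from 0.00088 to 0.0014) and 3.63 to 4.71 for the GS probesets measured on all arrays. It was smaller for asparagine synthetase, at 1.50 for AS2 (adjusted p = 0.0074) and 0.83 to 1.23 for AS1 (adjusted p from 0.013 to 0.041). With the slide as a block, the differences of AS2 and of the AS1 probesets past 2-fold no longer passed.

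**Figure D2:**
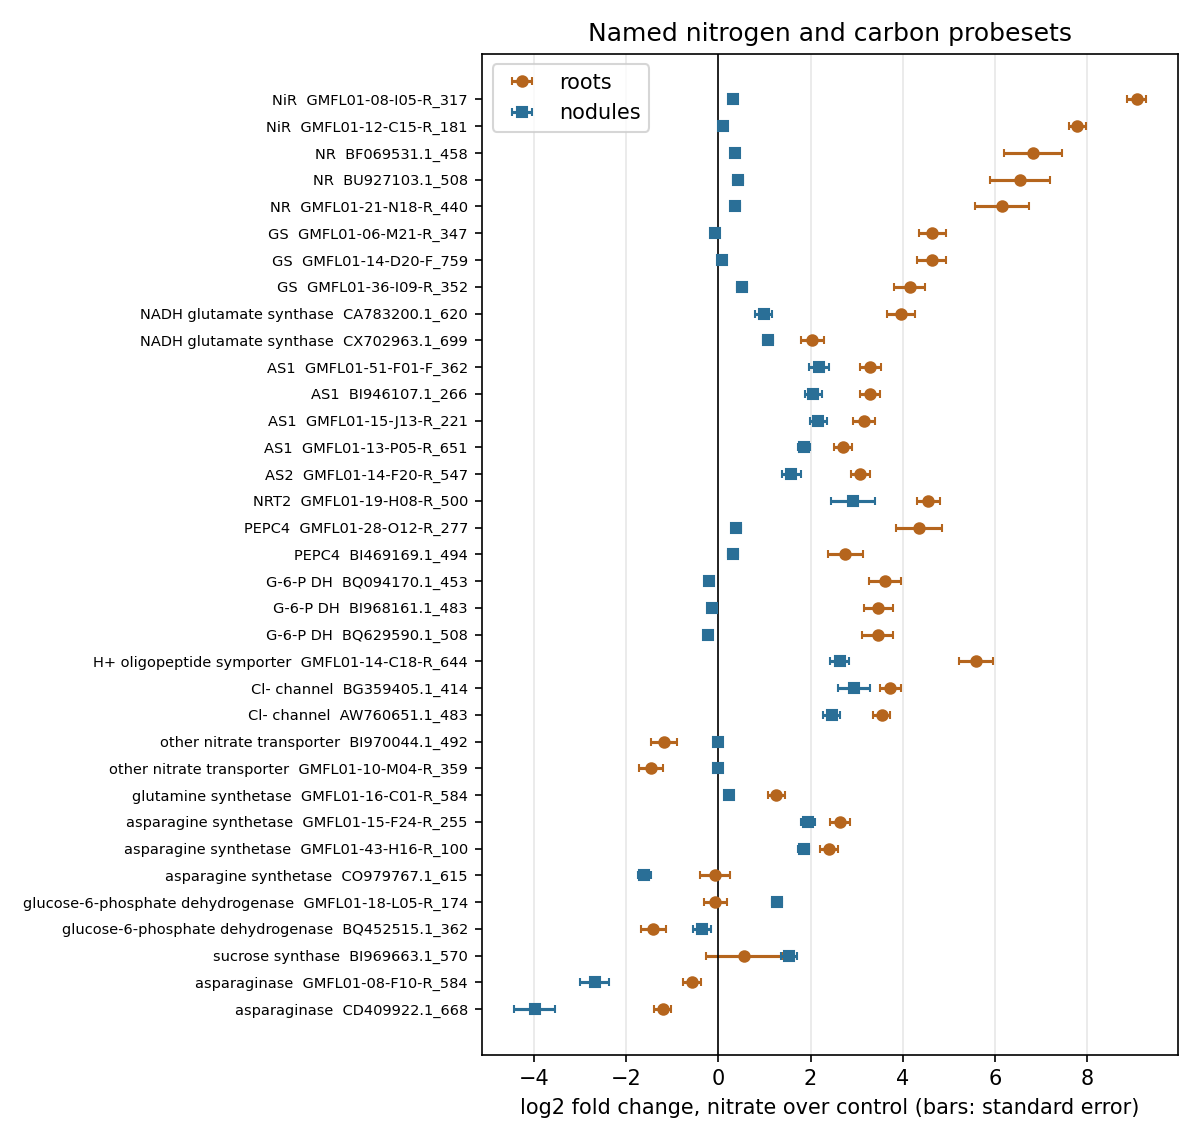
Log2 fold change, nitrate over control, of the 35 named probesets for transport, nitrogen assimilation, asparaginase and carbon supply that were well above background on all 12 arrays, in roots (circles) and nodules (squares). Bars are the standard errors from limma. The changes lie between -1.46 and 9.08 in the roots and between -3.99 and 2.94 in the nodules. The root change was the higher one at 30 probesets. All were found in the paper's lists of probesets changed over 2-fold on these arrays.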

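The NADH glutamate synthase probesets spanned the 2-fold limit in the nodules. CO982658.1_507 was 1.52-fold and CA783200.1_620 was 1.96-fold higher after nitrate, as ratios of mean signals. CX702963.1_699 was 2.11-fold higher (limma adjusted p = 0.0028) and AW102262.1_240 was 2.23-fold higher (adjusted p = 0.0024). Scaling to the 75th percentile put the log2 change of CA783200.1_620 at 1.04, above 2-fold, and background correction with normexp put that of AW102262.1_240 at 1.00 and below the call. Glutamine synthetase GMFL01-16-C01-R_584 changed by 0.23 on the log2 scale (adjusted p = 0.067).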

The ratios of the nitrate-reducing enzymes, NR and NiR, as well as the ammonium-assimilating enzymes, GS and GOGAT, were affected by less than twofold in the nodules. In addition, the ratios of G-6-P DH (11.7-, 10.6-fold), PEPC (18.9-, 6.5-fold), and sucrose synthase (SS) (2.3-fold to 0.6-fold) in the roots were also higher than those in the nodules; (G-6-P DH (0.9-, 0.9-fold), PEPC (1.3-, 1.3-fold), and SS (1.2-fold to 0.8-fold)). 

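In the nodules, the G-6-P DH probesets of Table S1 changed by -0.22 to -0.14 on the log2 scale, none past the adjusted p in limma (0.085 to 0.1). Their effect was larger in the roots by 3.61 to 3.81 (interaction, adjusted p from 0.00036 to 0.00053). The PEPC probesets rose by 0.39 and 0.32 in the nodules, less than in the roots by 3.98 (adjusted p = 0.0026) and 2.42 (adjusted p = 0.0052). The second of these differences no longer passed with the slide as a block. Another G-6-P DH probeset, GMFL01-18-L05-R_174, rose by 1.28 in the nodules (standard error 0.11, adjusted p = 0.0024) and changed by -0.07 in the roots (adjusted p = 0.89). BQ452515.1_362, also G-6-P DH, changed by -1.41 in the roots (adjusted p = 0.045), a call lost in several settings, among them normexp background correction, no filter on dim probes, and leaving out any root array other than the first control.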

The concentration ratios in the roots were significantly higher for Gln, Asn, Glu, Asp, PEP and Glc-6-P in the nitrate-treated roots. Those ratios were also high in nitrate-treated nodules in Asn, Gln and Asp, but lower in Pyr, 2-OG and Glc-6-P. These results indicated that the treatment with 5 mM of nitrate markedly enhanced the nitrate transport and nitrogen-assimilating enzymes in the roots. This change also occurred in the nodules but the expression ratios in this organ were relatively lower than seen in the roots.

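Over the 36432 probesets tested in the 12-array fit, the nitrate effect differed between the organs by more than 2-fold at 5337 (interaction in limma, adjusted p). The effect was higher in the roots at 3402 of these and higher in the nodules at 1935. Without the first control root array the number was 8971, and with the slide as a block it was 2552. Scaling to the 75th percentile brought the median difference of all probesets from 0.15 to 0.02 and gave 6015. From the ratios of transport and assimilation genes in the 2 organs, together with the metabolite concentrations, the paper concludes that nitrate enhanced these functions in the roots, and in the nodules to a lesser degree.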

The model shows the metabolic map of nitrogen and related carbon metabolism in the root or nodule cells. The color of the squares above each enzyme name indicates the fold strength of the ratio for the corresponding probesets. The number under the compound abbreviation indicate the concentration ratio of compounds. The red shows significant increase, blue shows significant decrease, and the black indicates notsignificant at *p* < 0.05.

Gene expression ratios for the synthesis of ureides, allantoin, and allantoic acid, in the roots were slightly enhanced (Figure 4A) from 1-fold to 2-fold, except for uricase (10.5-fold). These ratios were notably lower than those for the primary nitrogen-assimilating enzymes, as Figure 3A shows. The concentration ratio of allantoin was just 1.0-fold, but the ratio of allantoic acid was significantly higher (3.1-fold) in nitrate-treated roots over control. The ratios of gene expression related to purine biosynthesis and degradation in the nodules were nearly 1-fold (Figure 4B). The concentration ratios of uric acid (2.1-fold), allantoin (1.7-fold) and allantoic acids (1.4-fold) were significantly higher in nitrate-treated nodules over control nodules. Together, these results indicated that the 5-mM nitrate treatment for 24 h did not markedly affect the expression of genes for enzymes related to the synthesis of ureides in the roots and nodules.

Gene expression ratios in the roots and nodules as related to carbon metabolism are shown in Figure 5, Figure 6 and Figure 7. Most of the ratios (5 mM nitrate/control) for glycolysis (Figure 5A), the TCA cycle (Figure 6A), and pentose phosphate pathway (PPP) (Figure 7A) in the roots were c. x2. These results indicated that 5-mM nitrate treatment stimulated carbon metabolism in the roots. However, these ratios were not enhanced in the nodules, with many being less than x1 for glycolysis (Figure 5B), the TCA cycle (Figure 6B), and PPP (Figure 7B). These results indicated that nodule carbon metabolism was tended to decrease with the addition of 5 mM of nitrate for 24 h, which obviously differed from the metabolism trend observed for the roots. The compounds ratios of carbon compounds also tended to decreased in the nitrate-treated nodules.

## 3. Discussion

### 3.1. The Effect of Nitrate on Nitrate Absorption and Assimilation and Carbon Metabolism

Transcriptome and metabolome analyses of soybean roots and nodules treated with 5 mM of nitrate (NO_3_^−^) for 24 h revealed that supplying nitrate to the culture solution remarkably affected the expression of genes for enzymes involved in nitrate absorption and nitrogen assimilation in the roots. The similar trends were shown in the nodules for nitrate absorption and assimilation and asparagine synthase. Mizukoshi et al. [9] reported that the pathway of nitrate into nodule may be from nodule surface and not by transportation through xylem or phloem from the roots. Nitrate absorbed from the nodule surface might induce the nitrate transporters, nitrate reductase and nitrite reductase in nodules. Cabeza et al. [25] also reported that nitrate treatment on *Medicago trancatula* upregulated the genes of nitrate transporters, nitrate reductase and nitrite reductase. The expression of genes upregulated more than fourfold in the roots and nodules by the nitrate treatment were mainly classified to metabolism, especially with respect to amino acid transport and metabolism. The nitrate treatment also upregulated cellular processes, such as signal transduction mechanisms in the roots, whereas it did do the same in the nodules. By contrast, in the nodules, genes that were markedly downregulated by more than fourfold by the nitrate treatment were classified as energy production and conversion, and carbohydrate transport and metabolism. Although some nitrogen-assimilating enzymes such as AS were exceptionally enhanced in the nodules, in response to nitrate, the expression of other enzymes related to nitrogen metabolism was not markedly upregulated compared with roots. Nonetheless, the view that energy metabolism in the nodules may have been repressed following the application of 5 mM of nitrate is consistent with the lower concentrations of phosphorous compounds, namely ATP and NAD.

These results lend support to our posited hypothesis that the supply of nitrate to nodulated roots increased carbon consumption by promoting nitrogen absorption and assimilation in the roots, as well as promoting root growth; consequently, photoassimilate partitioning to the nodules was decreased [10,21]. When the nitrate was supplied to the nodulated roots of soybean plants, nodule growth stopped after just 1 day. This effect was reversible, however, because nodule growth quickly returned to its normal growth rate after withdrawing the nitrate from the culture solution [21]. In addition, the inhibitory effects of nitrate on nodule growth were partially alleviated by the addition of a 3% sucrose to the culture solution. Therefore, we proposed that the rapid and reversible inhibition of nodule growth and nitrogen fixation activity reflects changes in carbon partitioning from the nodules to the roots.

Gordon et al. [37] reported on the role of sucrose synthase (SS) in the nitrogen fixation of pea plants, by using a mutant line in which SS activity was markedly reduced. They found that SS, the enzyme to degrade sucrose primarily in the nodules transported through phloem, is essential for supplying C substrates for N_2_ fixation and for the development of functional pea nodules. The same research group demonstrated that soybean nodules exposed to nitrate exhibited weaker nitrogen fixation activity and the downregulated expression of SS transcripts just one day after a treatment with 10 mM of nitrate, whereas the SS activity and sucrose concentrations only decreased after 3 or 4 days of the 10-mM nitrate treatment [19]. 

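Among the probesets described in the paper's tables, BI969663.1_570 was described as sucrose synthase. It rose by 1.53 (standard error 0.17, limma adjusted p = 0.0032) in the nodules on the log2 scale, and every nitrate-treated nodule array lay above every control array. In a fit of all 12 arrays together this call was lost. In the roots it changed by 0.55 (standard error 0.82, adjusted p = 0.71), with a mean of 12363 (SD 9098) in control roots and 20453 (SD 15107) after nitrate. A difference between the organs was not detectable (interaction, adjusted p = 0.5). This probeset was found in the paper's list of probesets raised in the nodules, so its rise there was a condition of finding it. SS probesets outside those tables were not analysed here.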

Our results showed that the expression of SS genes was upregulated by nitrate supply in the roots but downregulated in the nodules, possibly reflecting crucial changes in the sucrose flux from nodules to roots.

### 3.2. The Effect of Nitrate on Asparagine and Ureide Metabolism

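In the nodules, asparagine synthetase GMFL01-15-F24-R_255 rose by 1.94 (standard error 0.15, limma adjusted p = 0.0022) and GMFL01-43-H16-R_100 by 1.85 (standard error 0.12, adjusted p = 0.0021) on the log2 scale. The AS1 probeset with the highest signal, GMFL01-13-P05-R_651, had a mean of 30541 (SD 4874) in control nodules and 110505 (SD 9558) after nitrate. A further probeset described as asparagine synthetase, CO979767.1_615, changed by -1.61 (standard error 0.14, adjusted p = 0.0025). That change differed from the -0.07 in the roots by 1.54 (interaction, adjusted p = 0.017), though not with the slide as a block.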

A distinct increase was observed in gene expression for asparagine synthetase (AS) in the nodules after the nitrate treatment (Figure 3B), with the concentration of asparagine in the nodules simultaneously increased 3.3-fold (Table 1). Asparagine accumulation in the nodules may have arisen directly by the promotion of asparagine synthesis; alternatively, it could be related to a reduction in the breakdown of asparagine by asparaginase or its decreased transport from the nodules to shoots. 

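The asparaginase probeset with the highest signal, GMFL01-08-F10-R_584, changed by -2.69 (standard error 0.32, limma adjusted p = 0.0035) in the nodules on the log2 scale. In the roots it changed by -0.58, which did not pass (adjusted p = 0.16). CD409922.1_668 changed by -1.21 (adjusted p = 0.026) in the roots and CF805961.1_241 by -1.81 (adjusted p = 0.016). BE658128.1_628 changed by -1.97 (adjusted p = 0.019) in the roots and was not well above background on any nodule array. These 3 root calls were lost without the third control array, without the first or second nitrate-treated array, and with the slide as a block. The fall was larger in the nodules for GMFL01-08-F10-R_584 by 2.12 (interaction, adjusted p = 0.0063) and for CD409922.1_668 by 2.78 (adjusted p = 0.0061). The paper proposes that less breakdown by asparaginase could be one origin of the asparagine that accumulated in the nodules.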

The expression of probesets of asparaginase was remarkably reduced in the nodules (Table S4) and roots (Table S3). It is interesting that the 5-mM nitrate treatment inhibits nitrogen fixation activity in Williams nodules [11], but asparagine accumulation was promoted in the nodules corresponding with upregulation of asparagine synthetase and downregulation of asparaginase. It has been reported that the major form of N compounds transported from soybean root nodules by nitrogen fixation are ureides, allantoin and allantoic acid, but those from roots absorbed nitrate is mainly asparagine [38]. The accumulation of asparagine in nodules may be related to the shifting from nitrogen fixation to nitrate assimilation.

On the other hand, the concentrations of ureides and precursors in nodules were changed by nitrate treatment for 24 h; xanthine (1.0-fold), uric acid (2.1-fold), allantoin (1.9-fold), allantoic acid (1.4-fold) (Table 1 and Table S15). The accumulation of uric acid, allantoin, and allanoic acid in the nodules treated with nitrate might be caused by decrease in ureide transport rather than promotion of ureide synthesis, because the genes of the enzymes related to ureide synthesis in nodules were not upregulated (Figure 4B). The concentrations of ureides and precursors in roots were also changed by nitrate treatment for 24 h; xanthine (N.A.), uric acid (N.A.), allantoin (1.0-fold), allantoic acid (3.7-fold) (Table 1 and Table S14). This may be related to the specific upregulation of uricase in the roots (Figure 4A), although the physiological meaning is unknown.

### 3.3. The Effect of Nitrate Treatment on Nodulin and Hormone Related Probesets

Leghemoglobin is the most abundant protein in soybean root nodules, and is an oxygen-binding protein that is essential for maintaining nitrogen fixation activity by keeping oxygen concentration low in infected region of nodules. Bojsen et al. [39] reported that there are six soybean leghemoglobin genes. Nishiwaki et al. [40] reported that the leghemoglobin concentration in soybean nodules was slightly decreased by nitrate supply. Recently, a protein analysis by 2-D PAGE showed that the leghemoglobin components remained stable in the soybean nodules treated with nitrate [22]. According to our array data, the six leghemoglobin probesets were not downregulated after 24 h of the supplied nitrate (Table S9), a result that contrasts with that for *Medicago truncatula* nodules [25]. This discrepancy may be due to plant species identity or the treatment methods used.

Early nodulin gene expressions of GmN70, GmN93, and GmN315 were significantly decreased in the nodules treated with nitrate (Table S10). Kouchi and Hata [41] reported that transcripts of GmN315 and GmN70 first appeared at 6–7 days just before nodule emergence, while GmN93 transcripts first appeared in the primary nodule meristem just below the root epidermis. These are early nodulins and thus different from late nodulins such as leghemoglobin and uricase II. These early nodulins are expressed during the infection and nodule formation processes, but the physiological meaning of repression in the mature nodules remain unknown.

## 4. Materials and Methods

### 4.1. Plant Growth and the Nitrate Treatment

Soybean seeds (*Glycine max* (L.) Merr., cultivar ‘Nourin No.2′), were surface-sterilized and inoculated with a suspension of *Bradyrhizobium diazoefficiens* (USDA 110) and sown in vermiculite. Five days after planting (DAP), 18 plants for transcriptome and 20 plants for metabolome analysis were transplanted into a nitrogen-free nutrient solution, as described before [22], in an 800-mL glass bottle covered with aluminum foil with continuous aeration. Plants were cultivated in a biophotochamber (MLR-350, Sanyo Electric Co. Ltd., Osaka, Japan) under 28 °C-day/18 °C-night temperatures, 55% relative humidity, and under a photon flux density of 228 mmol m^−2^ s^−1^ with a 16-h photoperiod and 8-h dark period. At 19 DAP, a 5-mM nitrate treatment was imposed for 24-h. The control plants were continually cultivated in an N-free culture solution. When this treatment ended, the lower half of the roots without visible nodules was used for the root analysis, to eliminate the mRNA or metabolites of the nodules, which were exclusively distributed in the upper part of the roots at this stage. Those nodules attached to the upper half of the root system with a diameter larger than 3 mm were collected and used for the nodule analysis. The fresh weights of the roots and nodules were separately determined and they were then immediately frozen in liquid nitrogen and stored at −80 °C.

### 4.2. Transcriptome Analysis

Soybean plants of the Japanese cultivar, Nourin No. 2, were used in this study because the array had already been constructed from this cultivar. Total RNA was extracted from the nodules and roots of the nitrate treated and control plants. The RNA was purified and then used in the cDNA microarrays that consisted of 22,674 nonredundant scaffolds. The quality of RNA was analyzed by Aglient 2100 Bionalalyzer. The Agilent Expression Array (a soybean oligoDNA microarray; Agilent Technologies, Ltd., Santa Clara, CA, USA) was used based on the sequencing and analysis of approximately 40,000 cDNA clones from a full-length-enriched cDNA library obtained from the soybean cultivar Nourin No.2 [34]. These microarrays were constructed in the format of a 44 K custom 60-mer oligonucleotide microarray from a data set of soybean full-length cDNAs and a public EST database [34]. The signal evaluation was done from the data calculated by Agilent Feature Extraction. About 80% of probes were detected to hybridize with transcripts. The expression signals were normalized for the average value as 2500 in each array. The DNA sequences of the probes are deposited in NCBI GEO database (design ID: 016772) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL15668). The sequences of all full-length cDNAs were deposited into the DDBJ (DNA Data Bank of Japan) with the accession numbers AK243693–AK246134 and AK285150–AK287419. The full-length cDNA information is also available at the URL of the RIKEN Center for Sustainable Resource Science: Integrated Genome Informatics Research Unit (http://spectra.psc.riken.jp/menta.cgi/rsoy/). Functional distribution of genes differentially expressed in soybean roots and nodules by the 5-mM nitrate treatment was analyzed using COGs database.

Soybean plants inoculated with the *Bradyrhizobium diazoefficiens* strain USDA110 were hydroponically cultivated under controlled conditions. At 19 DAP, the nine nodulated plants were treated with 5 mM nitrate for 24 h, after which they and the nine control plants were harvested and separated into roots and nodules, as described above. Roots and nodules from three plants were pooled with three biological replications. Total RNA was extracted with the RNA isoPlus (Fruit-mate for RNA purification, Takara Bio Inc. Kusatsu, Japan), and 500 ng of total RNA was used in the microarray analysis done by Takara Bio Inc. that used the microarray prepared from the cDNA of the soybean cultivar, Nourin No 2. The Cy3-labeled target cRNAs were prepared by using the Quick Amp Labeling Kit, one-color*3, and hybridized with the Agilent Expression Array, Agilent-016772 G. max (Soybean) Oligo Microarray: 4 arrays with 44 K), which contained about 42,000 probesets. Hybridization was done by using Gene Expression Hybridization Kit*4 (Agilent Technologies, Ltd., Santa Clara, CA, USA), and washing was then performed with the Gene Expression Wash Pack*5 (Agilent Technologies, Ltd., Santa Clara, CA, USA). Based on the signal evaluation by the Agilent Feature Extraction, about 81.0% of hybridization with the probes with cDNA from the control and 5-mM nitrate-treated roots with was detected with reliability, as were 83.5% and 82.2% of the hybridizations with cDNA from the control and 5-mM nitrate-treated nodules, respectively. Signals in each array were calibrated and the ratios of signals of nitrate treatment and control were calculated. Statistical analysis was done for calibrated signals of each probeset by the Student’s *t*-test. The obtained microarray data have been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov.geo/) accession number GSE104582.

### 4.3. Metabolome Analysis

Ten soybean plants at 19 DAP were treated with 5 mM of nitrate for 24 h. The nitrate-treated and control plants were harvested, washed with de-ionized water, and separated into roots and nodules. Roots and nodules from two plants were pooled to form one replicate, and the analysis was performed with four replications for the roots and five replications for the nodules. Approximately 50 mg FW of the roots and nodules was quickly frozen with liquid nitrogen in the tube used for the extraction.

The frozen samples were send with dry ice and the metabolome analysis was outsourced to Human Metabolome Technologies, Inc. Tsuruoka, Japan. Samples were extracted with 500 µL of methanol with 50 µM of an internal standard (methionine sulfone, and 10-camphorsulfonic acid), and blended twice at 1500 rpm for 120 s using a tissue homogenizer (Micro Smash MS100R, Tomy Digital Biology Co., Ltd., Tokyo, Japan). Five-hundred µL of chloroform and 200 µL of pure water (Milli-Q water) were added to the sample homogenate, which was then separated by centrifugation at 2300 *g* at 4 °C for 5 min. Four hundred microliters of the water-soluble fraction were introduced into an ultrafiltration membrane tube (Millipore, Ultra free MC PLHCC HMT 5 kDa), and centrifuged at 9100 *g* at 4 °C for 120 min to remove proteins. The filtrate was evaporated to dryness and re-dissolved with 50 µL of Milli-Q water.

Samples were measured by either the cationic or anionic mode in the Agilent CE-TOFMS system equipped with an Agilent 6210 Time of Flight mass spectrometer, Agilent 1100 isocratic HPLC pump, Agilent G1603A CE-MS adapter kit, and Agilent G1607A CE-ESI-MS sprayer kit (Agilent Technologies, Waldronn, Germany). The systems were controlled by Agilent G2201AA ChemStation software version B.0.01 for CE (Agilent Technologies, Waldronn, Germany). The metabolites were analyzed by using a fused silica capillary (50 µm *i.d.* 80 cm total length). The cation analysis was performed by the following conditions: Run buffer, Cation Buffer Solution (Solution ID: H3301-1001), Rinse buffer: Cation Buffer Solution (Solution ID: H3301-1001), Sample injection: Pressure injection 50 mbar, 10 s. CE voltage: Positive, 27 kV, MS ionization: ESI Positive, MS capillary voltage: 4000 V, MS scan range: *m*/*z* 50–1000, Sheath liquid: HMT Sheath Liquid (Solution ID: H3301-1020). The anion analysis was performed by the following conditions: Run buffer, Anion Buffer Solution (Solution ID: I3302-1023), Rinse buffer: Anion Buffer Solution (Solution ID: I3302-1023), Sample injection: Pressure injection 50 mbar, 25 s (approximately 10 nL), CE voltage: Positive, 30 kV, MS ionization: ESI Negative, MS capillary voltage: 3500 V, MS scan range: *m*/*z* 50–1000, Sheath liquid: HMT Sheath Liquid (Solution ID: H3301-1020). Other conditions were as same as described previously [42].

The peaks of CE-TOFMS were detected by integration software MasterHands ver.2.13.0.8h (Keio University, Tsuruoka, Japan) in order to obtain peak information including *m*/*z*, migration time for CE-TOFMS measurement (MT) and peak area [43]. The tolerance range for the peak annotation was configured at ±0.5 min for MT and ±10 ppm for *m/z*. The relative peak area was calculated from the peak area of compounds divided by the peak area of the internal standards. The concentration ratio (nitrate/control) of each compound was calculated. Statistical analysis was done for the concentrations of each compound by using the Welch’s *t*-test.

Transcriptome and metabolome analysis in the present research revealed that nitrate strongly promotes nitrogen and carbon metabolism in the roots. Nitrate tends to repress the carbon and nitrogen metabolism in the nodules, although it enhanced nitrate transport and assimilation and asparagine synthesis by the promotion of asparagine synthase and repression of asparaginase. The biological meanings of the promotion of asparagine synthase and asparagine accumulation in nodules are not understood. This may be induced by the nitrate assimilation in the nodules. In addition, the effects of nitrate on leghemoglobin and phytohormone-related genes are not remarkable both in the nodules and roots after 24 h of nitrate supply.

## Figures and Tables

**Figure 1:**
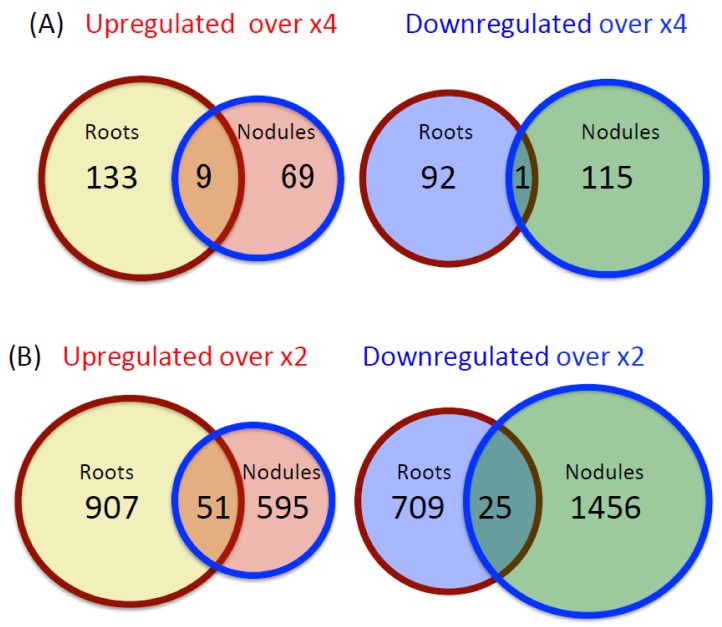
Numbers of probesets in soybean roots and nodules upregulated or downregulated genes by more than ×4 or ×2 following the addition of 5 mM of nitrate to the medium for 24 h, at the level of *p* < 0.05 (Student’s *t*-test). Data were obtained from three independent biological replications. (**A**) Numbers of probesets in the roots and nodules upregulated or downregulated genes by more than fourfold. (**B**) Numbers of probesets in the roots and nodules upregulated or downregulated genes by more than twofold.

**Figure 2:**
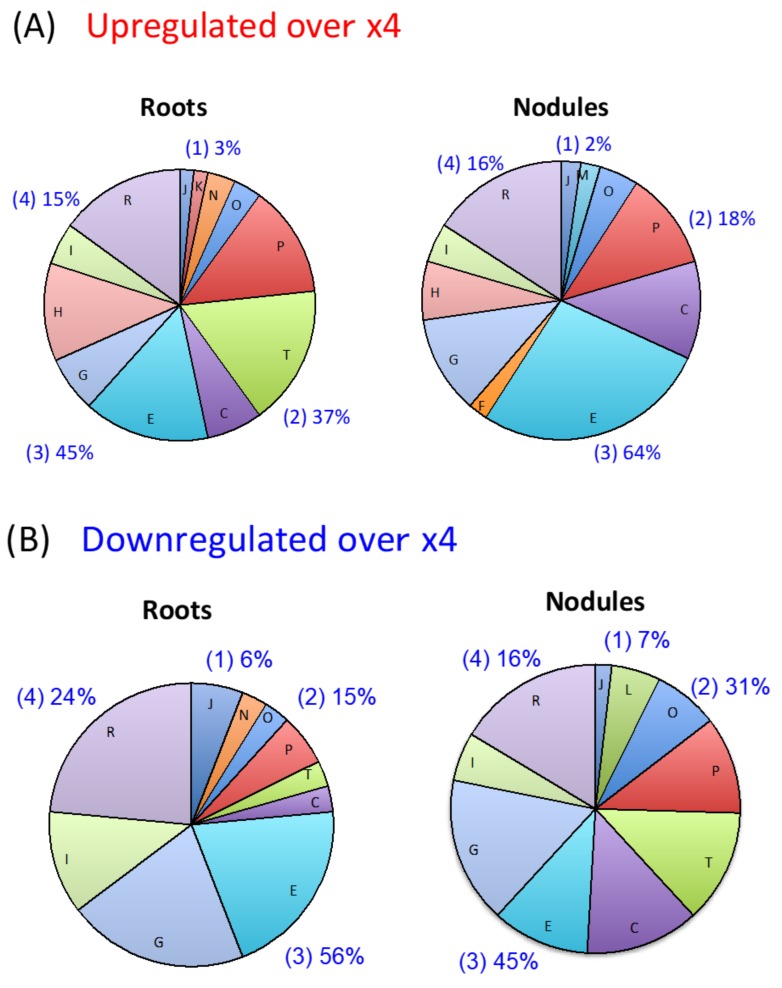
Functional distribution of genes differentially expressed in soybean roots and nodules by the 5-mM nitrate treatment. (**A**) Upregulated genes > fourfold in the roots and nodules of soybean plants after 24 h of the 5 mM of the nitrate treatment compared with control. (**B**) Downergulated genes > fourfold in the roots and nodules of soybean plants after 24 h of the 5 mM of the nitrate treatment compared with control. Functional categories: (1) Information storage and processing, J: translation, ribosomal structure and biogenesis, K: transcription, L: DNA replication, recombination, and repair. (2) Cellular processes, D: cell division and chromosome partitioning, M: cell envelope biogenesis, outer membrane, N: cell motility and secretion, O: post-translational modification, protein turnover, chaperones, P: inorganic ion transport and metabolism, T: signal transduction mechanisms. (3) Metabolism, C: energy production and conversion, E: amino acid transport and metabolism, F: nucleotide transport and metabolism, G: carbohydrate transport and metabolism, H: coenzyme transport and metabolism, I: lipid metabolism. (4) Poorly characterized proteins, R: general function prediction only.

**Figure 3:**
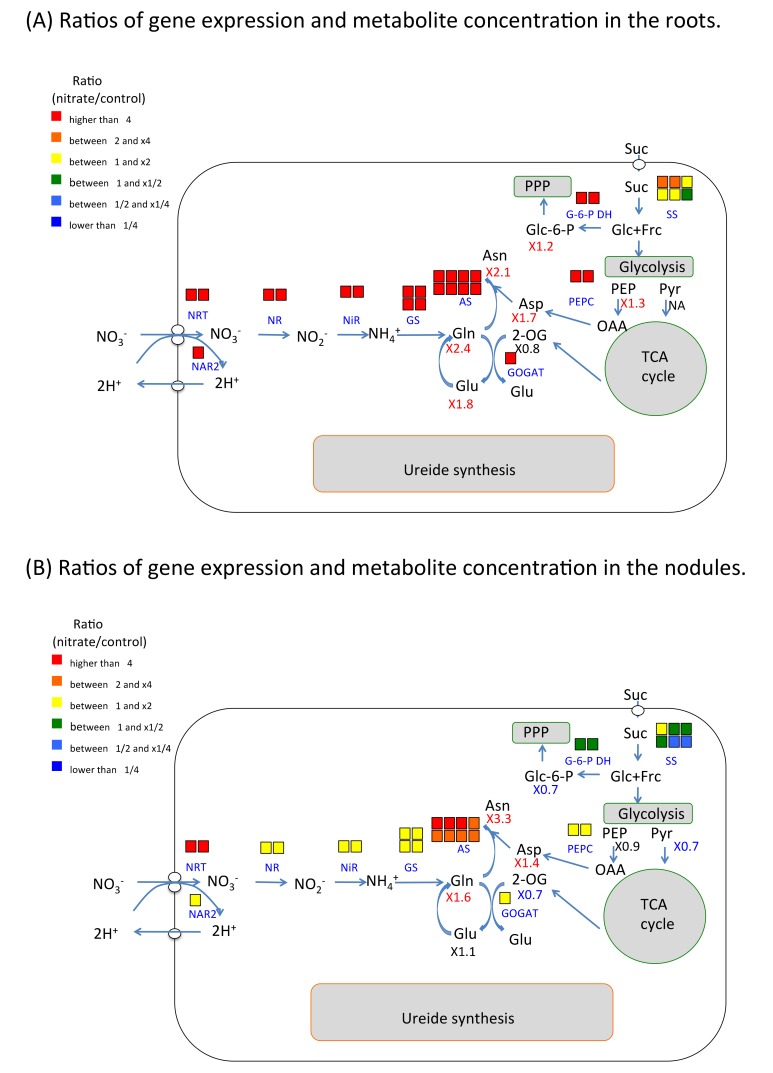
Ratios of gene expression and metabolites related to primary nitrogen assimilation and related carbon metabolism in soybean roots and nodules after 24 h of the 5-mM nitrate treatment. (**A**) Ratios of gene expression and metabolite concentration in the roots. (**B**) Ratios of gene expression and metabolite concentration in the nodules.

**Figure 4:**
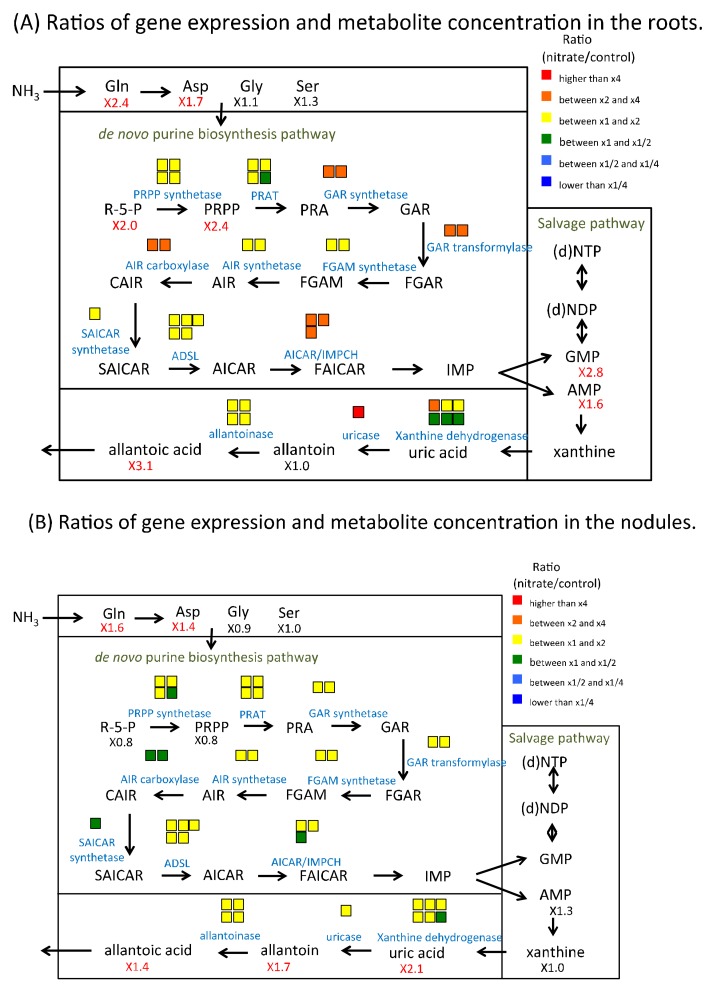
Ratios of gene expression related to ureide synthesis in soybean roots and nodules after 24 h of the 5-mM nitrate treatment. (**A**) Ratios of gene expression and metabolite concentrations in the roots. (**B**) Ratios of gene expression and metabolite concentrations in the nodules. The model shows the metabolic map of ureide synthesis in the root or nodule cells. The color of squares above enzyme name and the number under the compound abbreviation indicate the same as Figure 3.

**Figure 5:**
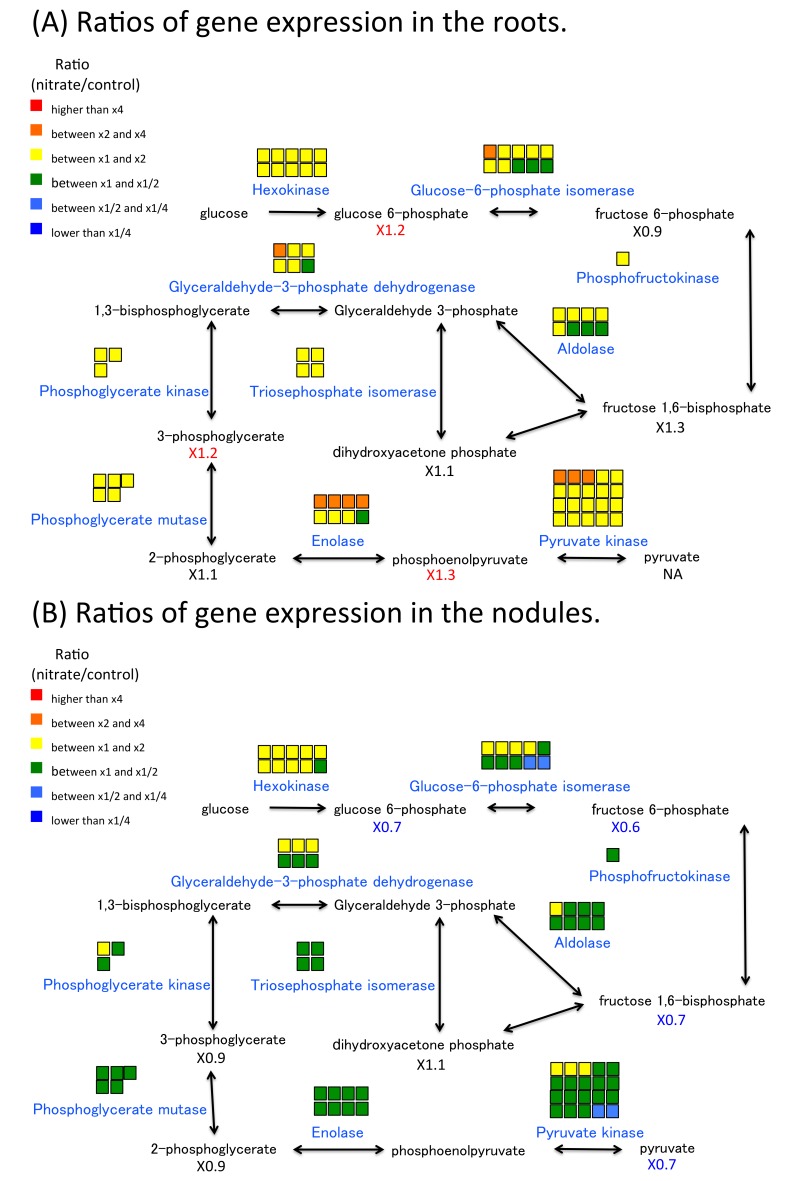
Ratios of gene expression and metabolite concentrations related to glycolysis in roots and root nodules after a 24-h 5-mM nitrate treatment. (**A**) Ratios of gene expression and metabolite concentrations in the roots. (**B**) Ratios of gene expression and metabolite concentrations in the nodules. The model shows the metabolic map of glycolysis in the root or nodule cells. The color of squares above enzyme name and the number under the compound abbreviation indicate the same as Figure 3.

**Figure 6:**
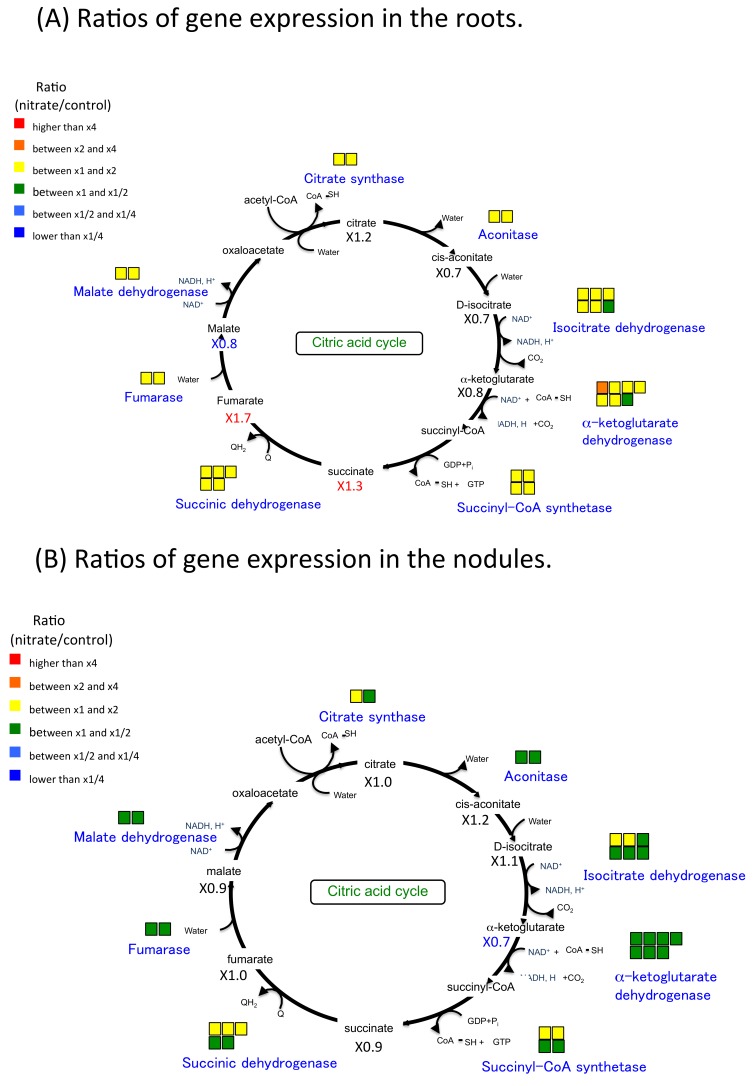
Ratios of gene expression and metabolite concentrations related to tricarboxylic acid (TCA) cycle in soybean roots and nodules after 24 h of the 5-mM nitrate treatment. (**A**) Ratios of gene expression and metabolite concentrations in the roots. (**B**) Ratios of gene expression and metabolite concentration in the nodules. The model shows the metabolic map of glycolysis in the root or nodule cells. The color of squares above enzyme name and the number under the compound abbreviation indicate the same as Figure 3.

**Figure 7:**
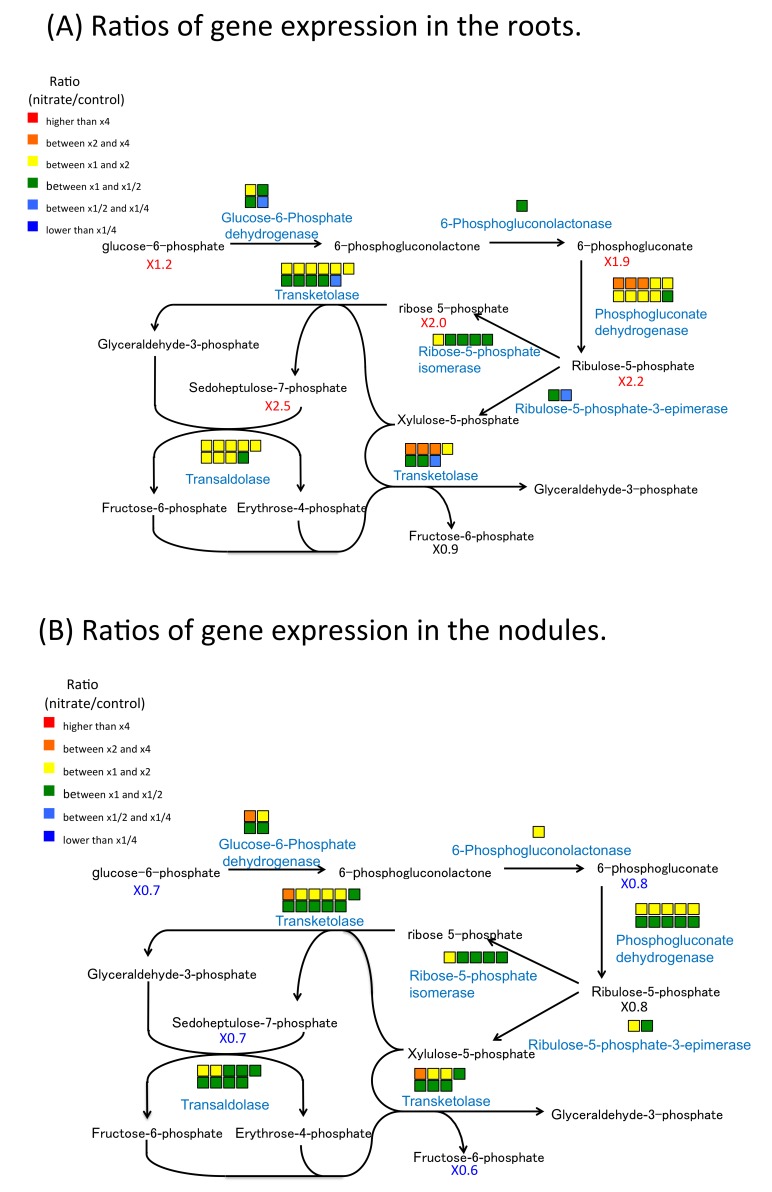
Ratios of gene expression and metabolite concentration related to the pentose phosphate pathway in soybean roots or nodules after 24 h of the 5-mM nitrate treatment. (**A**) Ratios of gene expression and metabolite concentration in the roots. (**B**) Ratios of gene expression and metabolite concentration in the nodules. The model shows the metabolic map of glycolysis in the root or nodule cells. The color of squares above enzyme name and the number under the compound abbreviation indicate the same as Figure 3.

**Table 1:** Comparison of the ratios of concentrations of nitrogen compounds in soybean roots and nodules treated with 5 mM of nitrate for 24 h and the control plants.

Nitrogen Compound	Roots	Nodules
Allantoic acid	3.1 ***	1.4 *
Glutamine	2.4 *	1.6 *
Asparagine	2.1 *	3.3
Alanine	2.0 ***	0.9
Homoserine	2.8 *	0.8
2-Aminobutyric acid	1.9 **	0.8 *
Glutamic acid	1.8 **	1.1
Aspartic acid	1.8 *	1.4 *
Allantoin	1.0	1.9 **
*N*-Acetylglucosamine	1.1	3.6 *

Notes: The symbol (*, **, ***) after each number indicates the statistical significance of the metabolite concentration between the nitrate treatment and control at *p* < 0.05, 0.01, 0.001 levels by Welch’s *t*-test. Red color stands for Ratio (Nitrate/Control) > 3; Orange stands for 2 ≤ Ratio (Nitrate/Control) ≤ 3; Yellow stands for 1 ≤ Ratio (Nitrate/Control) < 2; Blue stands for Ratio (Nitrate/Control) < 1.

**Table 2:** Comparison of the ratios of concentrations of phosphorous compounds in soybean roots and nodules treated with 5 mM of nitrate for 24 h and the control plants.

Phosphorous Compound	Roots	Nodules
ATP	3.9 **	0.7
ADP	2.9 *	0.9
GMP	2.8 **	N.A.
CDP	2.4	0.8
UDP	2.1 *	0.9
CTP	2.1 *	N.A.
Sedoheptulose 7-phosphate	2.5 **	0.7 *
Ribulose 5-phosphate	2.2 ***	0.8
NAD^+^	2.2 *	0.9
Ribose 5-phosphate	2.0 ***	0.8
6-Phosphogluconic acid	1.9 ***	0.8 **
Spermidine	1.8 *	1.2
*O*-Acetylserine	1.7 *	N.A.
AMP	1.6 *	1.3
UMP	1.6 *	0.8
CMP	1.5 *	1.0
UDP-glucuronic acid	1.4 *	0.7
Phosphoenolpyruvic acid	1.3 *	0.9
Glucose 1-phosphate	1.2 *	0.8 *
Glucose 6-phosphate	1.2 *	1.0
3-Phosphoglyceric acid	1.2 *	0.9

Notes: The symbol (*, **, ***) after each number indicates the statistical significance of the metabolite concentration between the nitrate treatment and control at *p* < 0.05, 0.01, 0.001 levels by Welch’s *t*-test. N.A.: data is not available. Red color stands for Ratio (Nitrate/Control) > 3; Orange stands for 2 ≤ Ratio (Nitrate/Control) ≤ 3; Yellow stands for 1 ≤ Ratio (Nitrate/Control) < 2; Blue stands for Ratio (Nitrate/Control) < 1.

**Table 3:** Comparison of the ratios of concentrations of organic acids in soybean roots and nodules treated with 5 mM of nitrate for 24 h and the control plants.

Organic Acid	Roots	Nodules
2-Isopropylmalic acid	2.4 *	1.0
2-Aminoadipic acid	2.1 **	1.1
*N*-Acetylglutamic acid	1.9 **	1.1
Citramalic acid	1.9 **	0.9
Fumaric acid	1.7 ***	1.0
Argininosuccinic acid	1.4 **	1.3 *
Succinic acid	1.3 *	0.9
Phosphoenolpyruvic acid	1.3 *	0.9
Malic acid	0.8 *	0.9

Notes: The symbol (*, **, ***) after each number indicates the statistical significance of the metabolite concentration between the nitrate treatment and control at *p* < 0.05, 0.01, 0.001 levels by Welch’s *t*-test. Red color stands for Ratio (Nitrate/Control) > 3; Orange stands for 2 ≤ Ratio (Nitrate/Control) ≤ 3; Yellow stands for 1 ≤ Ratio (Nitrate/Control) < 2; Blue stands for Ratio (Nitrate/Control) < 1.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2223-7747/7/2/32/s1, Figure S1. Ratios of auxin-related gene expression in soybean roots and nodules by the nitrate treatment. Table S1. List of the upregulated probesets with ratios of nitrate/control more than two-fold in the roots after 24 h of the 5-mM nitrate treatment. Table S2. List of the upregulated probesets with ratios of nitrate/control more than two-fold in the nodules after 24 h of the 5-mM nitrate treatment. Table S3. List of the downregulated probesets with ratios of control/nitrate more than two-fold in the roots after 24 h of the 5-mM nitrate treatment. Table S4. List of the downregulated probesets with the ratios of control/nitrate more than two-fold in the nodules after 24 h of the 5-mM nitrate treatment. Table S5. List of root-specific genes enhanced by the nitrate treatment. Table S6. List of root-specific genes decreased by the nitrate treatment. Table S7. List of nodule-specific probesets enhanced by the nitrate treatment. Table S8. List of nodule-specific probesets downregulated by the nitrate treatment. Table S9. Effect on gene expression of leghemoglobin by the nitrate treatment in soybean roots and nodules. Table S10. Effect on gene expression of the nodulin genes by the nitrate treatment in soybean roots and nodules. Table S11. List of the name, KEGG ID, HMDB ID, *m*/*z*, MT and relative area of each compound in the roots and nodules in control and nitrate treatments. Table S12. Concentration of soluble compounds in roots and nodules treated with nitrate. Table S13. List of ratios of the concentration of each compound in the nodules vs. roots in control treatment. Table S14. List of ratios of the concentration of each compound in the roots in 5-mM nitrate treatment vs. control. Table S15. List of ratios of the concentration of each compound in nodules in 5-mM nitrate treatment vs. control.

## Abbreviations

AICAR	5-aminoimidazole-4-carboxamide ribonucleotide
AIR	5-aminoimidazole ribotide
AON	autoregulation of nodulation
AS	asparagine synthetase
Asn	asparagine
Asp	aspartate
CAIR	5′-phosphoribosyl-4-carboxy-5-aminoimidazole
FAICAR	5-formamidoimidazole-4-carboxamide ribotide
FGAM	5′-phosphoribosylformylglycinamideine
FGAR	phosphoribosyl-*N*-formylglycineamide
Frc	fructose
GAR	glycineamide ribonucleotide
G-6-P DH	glucose-6-phosphate dehydrogenase
Gln	glutamine
Glu	glutamate
GMP	guanosine 5′-monophosphate
GOGAT	glutamate synthase
GS	glutamine synthetase
IMP	inosinic acid
NAR2	high-affinity nitrate transporter-activating protein
(d)NDP	(deoxy) nucleotidediphosphate
NR	nitrate reductase
NRT	nitrate transporter
(d)NTP	(deoxy) nucleotidetriphosphate
OAA	oxaloacetate
2-OG	2-oxoglutarate
PEP	phosphoenolpyruvate
PEPC	phosphoenol pyruvate carboxylase
PPP	pentose phosphate pathway
R-5-P	ribose-5-phosphate
PRPP	5-phosphoribosyl 1-diphosphate
PRA	5-phosphoribosylamine
Pyr	pyruvate
SAICAR	phosphoribosylaminoimidazolesuccinocarboxyamide
SS	sucrose synthase
Suc	sucrose

How the deposited data were processed for this re-analysis (not part of the article)

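Gene expression was measured in 12 RNA samples, with 3 samples each of control roots, nitrate-treated roots, control nodules and nitrate-treated nodules. Each sample was pooled from 3 plants, and nitrate was given at 5 mM for 24 h. One sample was hybridized to one array of the 4-array slides, so the arrays lay on 3 slides. Conditions and replicate numbers were taken from the sample titles. For the first control root sample another field of its record carries the number of the second, and the title was used.

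The intensity values are the processed signals that the authors deposited; per the file headers, Feature Extraction had adjusted each spot for background within its array, and no scaling between arrays had been applied. The series table holds the same values: all 529980 of its values were equal to those of the scanner files. The scanner files also give the median spot signal, the local background and the marks for spots well above background, saturated spots and outliers. No probe was saturated. Over the arrays, 106 spots marked as outliers were left out.

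Every array holds 44165 spots, of which 42748 are probes that are not controls. The signals of each array were scaled to an average of 2500 over these probes, with factors from 0.544 to 0.922, and taken to log2. Between 79.2% and 84.5% of the probes of an array were well above background. A probe entered a fit if it was well above background on all arrays of at least 1 group of that fit. Where a named probeset was not well above background in 1 group, the fold is given as a lower bound. The bound takes, for each array of that group, the larger of the probe's signal and the lowest signal read as well above background on that array.

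Changes were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, on the 6 arrays of each organ. The organ comparison used the 6 control arrays. The difference in the nitrate effect between organs was the interaction term of a fit of 4 groups on all 12 arrays, coded as roots minus nodules. A call needed an adjusted p under 0.05 (Benjamini-Hochberg over the probes of the fit) and a change above 2-fold, or 4-fold where stated. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Overlaps between organs were tested with Fisher's exact test, two-sided, over the probes tested in both.

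The fits were tested on simulated data with the spread of the real arrays, in which 200 probes changed by 2-fold to 16-fold. limma called 152 of them with 11 false calls in roots, and 192 with 4 false calls in nodules. With the replicate number as a block, it called 102 in roots and 178 in nodules when the simulated arrays were independent. When they were paired by number, the block called 150 in roots, against 149 without it, and 193 in nodules with or without it.

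The named probesets were chosen by a rule. It took every probeset that the paper names with a fold change and that was found by description and ratio in Tables S1 to S4. Other probesets of these tables were added if their descriptions matched words for nitrogen assimilation, nitrate transporters, carbon supply, sucrose synthase or asparaginase. These tables list only probesets changed over 2-fold on these arrays. The last source was the 5 with the largest change per organ and direction, among those called with all nitrate arrays on one side of all control arrays. Probesets of this last source also had to be well above background on all arrays of the brighter group. The rule, the tests and most alternatives were set before the data were examined. The alternatives were 75th percentile scaling, quantile normalization, no filter, all 12 arrays in one fit, the replicate number or the slide as a block, limma at an unadjusted p, the unpaired test of the methods with and without adjustment, the series table, no saturated probes, the fold alone for the organ-specific counts, and each array left out in turn. Normexp background correction on the median signal, the paired test by replicate number, and all alternatives for the numbers of organ-specific probesets that nitrate changed were added after the data were seen.

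The scanner files name probes by sequence accession without descriptions, and no accession could be matched to the gene table of the reference. Descriptions were taken from Tables S1 to S4, and the later tables were not read here. Of Table S4, 742 probesets were read, which is part of that table. For this reason the pathway sets, the hormone-related probesets, the leghemoglobin and most nodulin probesets, and the functional categories were not analysed here. The metabolome was not analysed here either.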

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

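The results in this part drew attention for 1 of 2 reasons: the effect of nitrate differed between the roots and the nodules by the interaction test, or a change was among the largest of its organ and the paper's tables do not list it. The slide test, the counts over other splits of the arrays, the search for large changes outside the paper's tables, and the restriction of the named differences to probesets well above background on all 12 arrays were chosen after the results were seen.

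The effect of nitrate differed between the organs by more than 2-fold at 5337 of 36432 probesets. Of 100 combined splits of the root and nodule arrays 1 gave as many, the real one, and the next gave 2782. The other splits take the effect of nitrate out of at least 1 organ, so they do not test whether the effects are equal, and chance is not excluded by them. The slide is partly confounded with treatment. With the slide as a block, the root effect rests on the first control root array alone. The nodule effect then rests on the third nitrate-treated nodule array alone. That fit therefore cannot decide whether the slide is the whole cause. The slide may account for part of the pattern. The number was 6015 with 75th percentile scaling and 6103 with quantile normalization, which argues against scaling, and 5437 with the replicate block. It was 8971 without the first control root array and 3466 without the third nitrate-treated nodule array. Cross-hybridization among related genes was not tested. A biological difference between the organs in the response to nitrate stays open beside these, and this design cannot separate it from a difference in the nitrate that each organ received.

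Of 82 named probesets, 48 differed and were well above background on all 12 arrays. The others that passed the test had a group below background, so that their fitted difference is no measured value. All differences below are on the log2 scale, as roots minus nodules. Among the nitrogen genes they were 8.77 and 7.69 for NiR, 6.47, 6.13 and 5.79 for NR, and 4.71, 4.55 and 3.63 for GS. A further glutamine synthetase differed by 1.03, NADH glutamate synthase by 2.98, AS1 by 1.12 and 1.23, AS2 by 1.50 and a further asparagine synthetase by 1.54. The H+ oligopeptide symporter differed by 2.96, a Cl- channel by 1.08, and other nitrate transporters by -1.46 and -1.17. The asparaginase probesets, lowered more in the nodules, differed by 2.78 and 2.12. Among the carbon genes, PEPC4 differed by 3.98 and 2.42, and glucose-6-phosphate dehydrogenase by 3.81, 3.61 and 3.68, with -1.34 at a further probeset. Higher in the nodules were tyrosine aminotransferase (-2.01), the genes induced by salicylic acid (-2.03, -2.47 and -1.97, and -1.92 for one lowered in the roots), proline dehydrogenase (-2.66 and -2.45), Aux22 (-2.88), CAB3 (-3.34), chitinase III-A (-1.92) and nodulin 21 (-2.43).

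Among the probesets with the largest changes, the difference was 9.32 at GMFL01-10-M15-R_587, 5.14 at BM271463.1_417, 4.96 at BE822299.1_99, 3.48 at BU550052.1_116, 2.97 at GMFL01-06-H10-R_632 and 2.69 at AW308946.1_62. It was -3.50 at AW349250.1_725, -3.58 at BE660770.1_567, -3.31 at BE806216.1_3, -4.25 at BU544367.1_386 and -3.76 at GMFL01-14-C22-R_450. These probesets were picked for large changes in 1 organ, which by itself favours a difference between organs. In the fit with a slide block, 33 of the 48 named differences passed and 15 did not. With each array left out in turn, 40 passed throughout and 8 were lost at least once. Under the scalings, 45 passed with the 75th percentile and 46 with quantile normalization, and all 48 with the replicate block. The slide may therefore contribute to some of the named differences, though with the slide as a block the effect in each organ rests on a single array. For the NiR, NR and GS probesets listed above the differences passed in every setting that was run, apart from the further glutamine synthetase.

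Some of the largest changes are at probesets that the paper's tables do not list for that organ and direction. Raised in roots was GMFL01-10-M15-R_587, by 8.86. Lowered in roots were CO984901.1_604 (-5.26), CF806770.1_618 (-5.23) and BE660770.1_567 (-4.12). Raised in nodules were BU544367.1_386 (5.77), GMFL01-14-C22-R_450 (4.86) and AW099320.1_325 (4.48). Table S4 was read only in part and was not searched in this way. In all 7 every nitrate array lay on one side of every control array, the condition on which they were picked, and all 7 passed limma with both scalings and with the replicate block. Under the slide block 6 passed. Leaving out the first nitrate-treated root array removed 3 of the 4 root calls. Their replicates varied widely: the SD of BE660770.1_567 in control roots was 9613 at a mean of 17642. None passed the paired test by replicate number at an unadjusted p, which was 0.055 at GMFL01-10-M15-R_587. The unpaired test of the methods passed 4 of the 7 at an unadjusted p and 0 after adjustment. The choice of test is thus a candidate explanation for their absence from the tables. In the lowered roots table, pairing by equal numbers came closest to the printed p-values once a factor per array was fitted (45.1% within 1.5 times). That version was chosen after a first one was seen. With plain scaling, another pairing came closer there (48.4% against 34.9%). That these 7 probesets vary between plants was not tested, and most of them carry no description.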

How the results depend on the processing

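The paired test by replicate number, normexp background correction and all settings for the organ-specific probesets that nitrate changed were chosen after the data were seen; the other settings were fixed earlier.

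The root- and nodule-specific counts stayed within 1.5 times of their values in every setting that was run. None of these settings could separate the organ from the slide. The series table and the removal of saturated probes changed no count. Quantile normalization gave 738 raised and 1077 lowered probesets over 2-fold in roots, 70 lowered over 2-fold in both organs and 10 lowered over 4-fold in both. Scaling to the 75th percentile gave 640, 1092 and 75 for the first 3 of these. The fit of all 12 arrays gave 1293 raised and 1436 lowered over 2-fold in roots, and 98 raised and 82 lowered in both organs. Without a filter, 353 were lowered over 2-fold in roots, and 20 over 2-fold and 1 over 4-fold in both organs. Normexp background correction gave 95 lowered over 4-fold in nodules and 3 in both organs. For these settings the cause was not tested.

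With the replicate block, 1435 were raised and 1469 lowered over 2-fold in roots, and 134 raised and 100 lowered in both organs. All 289 raised and 577 lowered root probesets were among them. limma at an unadjusted p, which by construction admits more, gave 1444 and 1598 in roots, and 128 and 119 in both organs.

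With the slide block, the roots gave 79 raised over 2-fold and 79 over 4-fold, and 49 lowered over 2-fold and 49 over 4-fold, from 1 control array on the slide of the nitrate arrays. The nodules gave 362 raised over 4-fold, and 3563 and 684 lowered over 2-fold and 4-fold. In both organs 29 were raised over 2-fold, 13 lowered over 2-fold and 3 over 4-fold, and 2552 differed between organs. In the nodules, nitrate-treated array 3 was the only nitrate-treated array on the slide of the controls, so the blocked nodule counts rest on that array. Leaving it out of the fit without a block gave the lowest nodule counts over 2-fold (980 raised and 1305 lowered).

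The unpaired test of the methods gave 922 raised and 1135 lowered over 2-fold in roots at an unadjusted p, and 3 lowered over 4-fold in both organs. After adjustment it gave 33 raised and 21 lowered over 2-fold in roots, and 28 and 9 over 4-fold. In nodules it gave 682 raised over 2-fold and 97 over 4-fold. In both organs it gave 3 and 1 raised, and 1 and 0 lowered, over 2-fold and 4-fold. The paired test by replicate number gave 988 raised over 2-fold and 92 lowered over 4-fold in roots, 606 and 74 raised in nodules, and 1 lowered over 4-fold in both. The cause was not tested.

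With each array left out in turn, the roots gave 118 to 1121 raised and 68 to 1399 lowered over 2-fold, and 112 to 276 and 58 to 332 over 4-fold. The nodules gave 980 to 1310 raised and 1305 to 2336 lowered over 2-fold, and 176 to 285 and 96 to 284 over 4-fold. In both organs, 34 to 82 were raised and 5 to 114 lowered over 2-fold, and 10 to 16 and 0 to 14 over 4-fold. The number that differed between organs ranged from 3466 to 8971, the root-specific number from 6993 to 8117 and the nodule-specific number from 9326 to 12076. The highest root counts, 1121 and 1399, came without the first control root array, and the 1156 lowered without the second was the next. The 114 lowered in both organs came without the second control root array, and the 5 without the first nitrate-treated root array. The cause was not tested.

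The organ-specific probesets that nitrate changed moved too. Root-specific ones raised and lowered were 61 and 720 with 75th percentile scaling, 69 and 716 with quantile normalization, 23 and 261 without a filter, 117 and 873 in the fit of all 12 arrays, 130 and 929 with the replicate block and 7 and 36 with the slide block. They were 94 and 726 in the unpaired test, 4 and 11 in it after adjustment, and 140 and 979 with limma at an unadjusted p. The paired test gave 78 raised. Nodule-specific ones were 306 and 1214 with the slide block, 126 raised in the unpaired test after adjustment, 114 raised in the paired test, and 392 lowered in the fit of all 12 arrays. With arrays left out in turn, 11 to 84 root-specific ones were raised and 52 to 705 lowered, and 174 to 247 nodule-specific ones were raised and 401 to 763 lowered. The cause was not tested.

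None of the 82 named probesets reversed a called direction. In roots, 23 of 78 kept their call or lack of one in every setting, in nodules 64 of 79, and for the difference between organs 52 of 82. Weaker were 122 root values, 30 nodule values and 58 differences. Stronger were 42, 11 and 43.

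The splits of 3 arrays against 3 number 10, so chance cannot be excluded by them. For each of the raised and lowered counts over 2-fold and 4-fold in roots and in nodules, and for the root- and nodule-specific counts, 1 of the 10 splits gave as many, the real one. The largest other split changed 11 probesets in roots, where 866 changed in all, and 0 in nodules. In roots 4 of the splits part all pairs of equal number, and those other than the real one gave 0. The others leave some pairs together. For the shared counts, raised or lowered over 2-fold or 4-fold in both organs, and for the number that differs between organs, 1 of 100 combined splits gave as many. The other splits give next to no calls within an organ, or take the effect of nitrate out of at least 1 organ, so they test neither the sharing nor a difference between organs, and chance is not excluded by them.

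Settings not run were normexp on the mean spot signal, the medians of gene sets and the counts of hormone-related probesets with their alternatives, and a test of the methods for the difference between organs. Signal over background limits the results too: 77.3% of probes were well above background on all control root arrays and 81.9% on all control nodule arrays, and below that a fold is only bounded.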

Differences from the paper's values

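The fold changes that the paper gives for named probesets were compared at 97 values, and none differed by the measure used here, which asks for over 1.5 times. Of 20 counts and percentages, 8 differed, all of them numbers of probesets. Counts that the paper writes as words are compared further below. The paper's ratios in Tables S1 to S4 lay within 10% of those computed here at every probeset read. The paper's methods state no adjustment of p, whereas the values here use limma with an adjusted p. Normexp background correction and the paired test by replicate number were chosen after seeing the values. The other alternatives were set before the data were examined, except those for the organ-specific probesets that nitrate changed.

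For probesets raised over 2-fold in roots, the paper gives 958 and the value here was 289. Among the alternatives set before the data were examined, the gap closed with 75th percentile scaling (640), quantile normalization (738), all 12 arrays in one fit (1293), the replicate block (1435), the unpaired test at an unadjusted p (922), and without the first control root array (1121). It stayed open without a filter (203), with the slide block (79), the unpaired test after adjustment (33), limma at an unadjusted p (1444), the series table or without saturated probes (289), and without any other root array. The paired test by replicate number, chosen after seeing the values, gave 988, and normexp, also chosen then, gave 337, which still differs.

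For probesets raised over 2-fold in nodules, the paper gives 646 and the value here was 1123. The gap closed with all 12 arrays in one fit (887) and with the unpaired test after adjustment (682), and stayed open in the other alternatives set before the data were examined: both scalings, no filter, both blocks, the unadjusted tests, the series table, without saturated probes, and each array left out in turn. The paired test, chosen after seeing the values, gave 606, and normexp 1021, which still differs.

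For probesets raised over 4-fold in nodules, the paper gives 78 and the value here was 215. Of the alternatives set before the data were examined, the unpaired test after adjustment (97) closed the gap and the others did not. The paired test, chosen after seeing the values, gave 74, and normexp 158, which still differs.

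For probesets lowered over 4-fold in roots, the paper gives 93 and the value here was 157. The gap closed without a filter (137), and without the third control root array (75), the second (70) or the third (123) nitrate-treated root array. It stayed open in the other alternatives set before the data were examined. Normexp (129) and the paired test (92), both chosen after seeing the values, also closed it.

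For probesets lowered over 4-fold in nodules, the paper gives 116 and the value here was 192. The gap closed with 75th percentile scaling (171), quantile normalization (147), the unpaired test at an unadjusted p (156) and after adjustment (134), and without the first control (170) or the third nitrate-treated nodule array (96). The other alternatives set before the data were examined left it open. Normexp (95) and the paired test (128), chosen after seeing the values, closed it.

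For probesets lowered over 2-fold in both organs, the paper gives 25 and the value here was 43. The gap closed without a filter (20), without any single control nodule array (28 to 37) and without the third nitrate-treated nodule array (24), and not in the other alternatives set before the data were examined. The paired test, chosen after seeing the values, gave 29. Normexp, chosen then too, gave 43.

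For nodule-specific probesets raised by nitrate in the nodules, the paper gives 116 and the value here was 200, and for those lowered, 392 and 624. Their alternatives were all chosen after seeing the values. For the raised ones, the gap closed in the fit of all 12 arrays (138), with the unpaired test after adjustment (126), with the paired test (114), and without the third nitrate-treated nodule array (174), and in no other setting. For the lowered ones, it closed with 75th percentile scaling (533), quantile normalization (479), normexp (492), the fit of all 12 arrays (392), the unpaired test at an unadjusted p (581) and after adjustment (489), the paired test (500), and without any single control or the third nitrate-treated nodule array (401). It stayed open without a filter (589), with both blocks, limma at an unadjusted p, the fold alone for the organ comparison (686), the series table, without saturated probes, and without the first or second nitrate-treated array.

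Some rankings and directions that the paper states came out otherwise. The paper ranks the roots above the nodules in raised probesets by both criteria, where the counts here were 289 and 1123 at 2-fold and 156 and 215 at 4-fold. At 2-fold the order was the paper's in the fit of all 12 arrays (1293 and 887), with the replicate block (1435 and 1113), with limma at an unadjusted p (1444 and 1146), and in the paired test chosen after seeing the values (988 and 606). The 2-fold change alone, without a test, also gave the paper's order (1763 and 1169). At 4-fold it was the paper's in that paired test (143 and 74), and without the first control root array (276 in roots). The unpaired test of the methods at an unadjusted p did not give the paper's order (922 and 1092 at 2-fold, 161 and 202 at 4-fold). The methods do not say whether their t-test was paired. With the paired test by replicate number, chosen after seeing the values, all raised, lowered and shared counts lay within 1.5 times of the paper's. The paper counts more root-specific than nodule-specific probesets, where 7380 and 10803 were found here, and the nodule-specific number was the higher one in all settings that were run. The paper finds a single probeset lowered over 4-fold in both organs, where 6 were found here. Without a filter there was 1, as there was without the third control or the second nitrate-treated root array, and with the paired test, chosen after seeing the values, also 1.

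The paper describes SS as raised in the roots and lowered in the nodules, and the SS probeset found here, BI969663.1_570, rose by 1.53 on the log2 scale in the nodules and by 0.55 in the roots, where it was not called. In the fit of all 12 arrays it was not called in the nodules either. The paper's Table S2 lists BI969663.1_570 as raised 2.98-fold in the nodules, so the difference is from the paper's text. That table holds only probesets raised in the nodules, so the rise there was a condition of finding this probeset. The SS probesets behind the paper's statement were not examined here, so its statement was not tested. The paper puts GOGAT in the nodules below 2-fold, where CX702963.1_699 was 2.11-fold and AW102262.1_240 was 2.23-fold higher. With normexp, chosen after seeing the values, the log2 change of AW102262.1_240 was 1.00 and no longer called. Table S2 of the paper lists CX702963.1_699 at 2.16-fold and AW102262.1_240 at 2.28-fold. The paper describes nodulin 21 as raised in both organs. In the roots, AW203733.1_45 changed by -1.64 here and the nodulin 21-like probeset GMFL01-02-G16-F_362 rose by 1.25. The paper's tables give these root directions too, with AW203733.1_45 lowered 2.85-fold (Table S3) and GMFL01-02-G16-F_362 raised 2.26-fold (Table S1). Neither was called in the roots in the separate fit, and both were called, in opposite directions, with the replicate block, in the fit of all 12 arrays, with limma at an unadjusted p, and with the paired test chosen after seeing the values.

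Of the probesets in the paper's tables, limma with an adjusted p called 257 of 958 in Table S1, 613 of 646 in Table S2, 444 of 734 in Table S3 and 741 of the 742 read from Table S4, all with the paper's direction. With the replicate block it called 948 in Table S1 and 712 in Table S3.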

Other observations

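The tests of the replicate number, the dim control array and the paired test, the selection of organ-specific probesets on an array outside the fit, and the check on probesets matched in signal, were chosen after the results were seen.

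The count of raised probesets was lower in the roots than in the nodules with separate limma fits. By the 2-fold change alone it was higher in the roots (1763 against 1169), so the lower count depends on the test. Leaving out the dim second control root array gave 363 in the roots, still below the 1123 in the nodules. This argues against that array as the whole cause. Without the first control root array the root count was 1121, close to the nodule count, so the low root count depended on that array. Leaving out any of the other root arrays gave 118 to 154. With the replicate number as a block, 1435 were raised in the roots against 1113 in the nodules. Differences between replicates that nitrate and control samples of one number share may hide root changes in the unblocked fit. The count with the block alone does not show this. The root count also rose without a block, to 1293 in the fit of all 12 arrays. Across probesets, which are not independent replicates, the deviations of root control and root nitrate arrays of equal number correlated at 0.29, 0.40 and 0.61, and those of unequal number at -0.52 to 0.10. Equal numbers in the nodules gave 0.14, 0.03 and 0.11. The paper does not say that equal numbers were grown or harvested together, and 3 replicates leave few ways to tell.

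More probesets were lowered than raised in the nodules, 1918 against 1123. After quantile normalization there were 1.12 lowered for each one raised, and 0.93 to 1.26 when single arrays were left out. With 75th percentile scaling the ratio was 1.37. Scaling and a true excess of lowered probesets cannot be told apart, because the excess shrinks with the scaling but does not vanish in all of these fits.

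The p-values printed in the paper's tables were compared with those of several tests on the scaled signals. In a first version of this comparison, with plain scaling, the paired test by replicate number was closer than the unpaired test in all 4 tables. Its median gap in log10 p was 0.06 in Table S1, 0.04 in Table S2 and 0.05 in Table S4, against 0.59, 0.83 and 0.90 for the unpaired test. In Table S3 another pairing of the arrays lay closer, with a gap of 0.18 against 0.23, so equal numbers were closest in 3 of the 4 tables. A second version was chosen after the first was seen. It fitted a factor per array on the table of raised probesets of an organ and tested it on the table of lowered ones. Equal numbers then came closest in both organs. In Table S3 45.1% of the p-values lay within 1.5 times of the paired test, against 16.3% at best for the other pairings and the unpaired test, and in Table S4 92.3% against 54.0%. This is consistent with a test paired by replicate number behind the tables. The fit in Table S3 is far from complete, and the paper's methods do not state a pairing.

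Organ-specific probesets were lowered more often than raised. A control signal that is high by noise enters both selections, and 10 simulated sets of arrays without an effect of nitrate gave at most 92 lowered root-specific probesets at an unadjusted p, against 1004 in the data. The probesets were also selected on a single control array of the organ, with the nitrate effect fitted without that array. Root-specific ones were then lowered 5.9 to 11.16 times for each one raised, against 0.75 to 3.18 over all probesets of these fits, and nodule-specific ones 2.34 to 3.06 times, against 1.39 to 1.74. The shared control arrays are thus unlikely to be the whole cause. A lowering of organ-specific genes by nitrate stays open, as does a loss of such cells from the samples, which was not tested.

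Probesets over 32-fold brighter in nodules than in roots, 415 in number, differed between root arrays of one group. They were higher on the first control root array than on the other control arrays at 77.6%, short of nearly every probeset, and the excess followed the nodule signal across probesets (Spearman's rho 0.75). On the second nitrate-treated root array they were higher at 66.7% (rho 0.73). They were higher at 18.8% on the second control and 18.1% on the third nitrate-treated root array. A candidate explanation is nodule RNA in some root samples, where the excess over the other arrays of the group was 0.35% of the nodule signal on the first control and 0.28% on the second nitrate-treated array, against -0.48% on the second control and -0.57% on the third nitrate-treated array. A uniform shift in brightness also gives a positive rho, so a later check compared 189 of these probesets with 945 of matched root signal. On the first control array 91.5% against 71.5% were higher, and on the second nitrate-treated array 87.8% against 23.1%. Whether small nodules or young nodule tissue remained on these roots was not tested. Of the 415, 237 were tested for nitrate in roots, where 6 were raised and 1 lowered, and 20 and 4 with the replicate block, with a median log2 change of 0.23.

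Probesets changed in both organs were more numerous than independent lists give, in the shared direction and in part in the opposite one. In the opposite direction, 26 were raised in roots and lowered in nodules, where 14.6 are expected (Fisher's exact test, two-sided, p = 0.0043), and 17 were lowered in roots and raised in nodules, where 15.7 are expected (p = 0.7, same test). With the replicate block, 199 were raised in roots and lowered in nodules, where 73.1 are expected (Fisher's exact test, two-sided, p = 6.3e-39), and 57 were lowered in roots and raised in nodules, where 39.3 are expected (p = 0.0049, same test). The block gave 134 raised in both where 41.2 are expected, and 100 lowered in both where 69.7 are expected. The overlap is thus not limited to a shared direction, and the probesets of one gene are not independent. Control root arrays 2 and 3 shared a slide with nitrate-treated nodule arrays 1 and 2. A slide effect could therefore also give opposite changes in the organs. The opposite changes were not counted with the slide as a block, so this stays open.

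Tests on lists that could not be built were not run: whether uricase and leghemoglobin in roots come from nodule RNA, since Tables S9 and S10, which the paper cites for the leghemoglobin and nodulin probesets, were not read here, and whether the photosynthesis probesets of Table S2 rest on a single array, since that list was chosen on these arrays.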
